# Gene Expression and DNA-Methylation of Bovine Pretransfer Endometrium Depending on Its Receptivity after *In Vitro*-Produced Embryo Transfer

**DOI:** 10.1371/journal.pone.0042402

**Published:** 2012-08-27

**Authors:** Siriluck Ponsuksili, Eduard Murani, Manfred Schwerin, Karl Schellander, Dawit Tesfaye, Klaus Wimmers

## Abstract

Embryonic implantation to establish a pregnancy is a complex process that requires appropriate communication between the embryo and the maternal endometrium. Inadequate uterine receptivity may contribute to the majority of implantation failures. To provide a comprehensive inventory of genes and functional networks that represent the maternal input of the embryo-maternal cross-talk, a longitudinal, holistic study of the endometrial transcriptome in relation to the days of estrous and to the receptivity of the endometrium was performed in bovine. At day 3 of estrous, genes related to cell communication and mitochondrial energy metabolism were differentially expressed among high- and low-receptive endometria (HR, LR); at day 7, transcripts functioning in immune and inflammatory pathways, oxidative stress, and angiogenesis had different abundances. Additionally, temporal transcriptional changes between days 3 and 7 differed considerably among HR and LR. Further, several transcription factors were predicted as relevant for receptivity because they were either differentially expressed among HR and LR animals or are known to be associated with genes we detected to have differential expression. Finally, global DNA methylation varied according to the interaction of receptivity group and day of estrous, and a divergent trend, which correlated with abundance of *DNMT1* transcript, was observed in LR and HR along the estrous cycle days. The study revealed that, even in early estrous, transcripts related to cell communication and response to exogenous stimuli, vascularization, and energy supply show divergent expression and longitudinal temporal regulation in HR and LR. Key components of these molecular pathways are known to be dependent on ovarian hormones that promote uterine receptivity.

## Introduction

Successfully establishing a pregnancy requires a dialogue between the endometrium and the implanting embryo [1], [2]. The endometrium exhibits characteristic morphological and functional changes throughout the estrous cycle, some of which allow the endometrium to receive an embryo. These changes are mainly driven by estrogen and progesterone, but they require fine control of many different genes. Indeed, estrous cycle-specific endometrial expression has been reported in human [3], mouse [4], and bovine [5], [6]. Dynamic changes in gene expression occurring during maternal recognition and implantation are associated with pregnancy success. Aberrant endometrial gene expression during critical periods of pregnancy establishment could result in implantation failure and infertility [7]. Analysis of the endometrium transcriptome could provide a blueprint of expression changes, complementing existing knowledge of temporal changes in the endometrial transcriptome and facilitating a better understanding of conceptus-maternal cross-talk during the peri-implantation period. Similarly, identifying genes that affect endometrial receptivity may uncover important biological processes and the underlying genes and functional networks influencing pregnancy success.

Our previous study revealed that, at day 7 of the estrous cycle, the endometrial gene expression pattern of heifers whose pregnancy resulted in calf delivery was significantly different from that of heifers with pregnancy failure. However, at day 14 of the estrous cycle only subtle differences were observed in their transcriptomes by endometrial receptivity [8]. To refine these results, and to obtain information about expression earlier in estrous, we performed endometrial expression profiling at days 3 (pre-implantation) and 7 of estrous in cows from high and low receptivity groups. Additionally, transcription factor analyses were conducted to identify the cascade of upstream transcriptional regulators inducing gene expression changes in the endometria. Finally, as epigenetic modifications may effect functional changes in the endometrium, we investigated expression of *DNMT1*, *DNMT3A*, and *DNMT3B*—genes coding for the DNA methyltransferases that catalyze methylation—and global methylation status in the bovine endometrium during the estrous cycle. Our study provides a survey of genes, biofunctions, and molecular pathways expressed in the bovine endometrium at early stages of the estrous cycle that are associated with uterine receptivity and implantation success.

## Results

We performed a longitudinal, holistic study of the endometrial transcriptome in relation to both the day of estrous and the receptivity of the endometrium to provide a comprehensive inventory of genes and functional networks representing the maternal contribution that may predict success of pregnancy in bovine. Endometrial biopsies were obtained at days 3 and 7 of the estrous cycle and were grouped retrospectively according to their receptivity, a characteristic determined by pregnancy outcome in the next cycle. RNA pools were hybridized to Affymetrix GeneChip Bovine Genome Arrays containing 24,013 probe sets, of which 9,269 were subjected to further analysis after filtering for consistent ‘present calls’ and variability of expression.

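Each of the 12 arrays measured one pool of RNA from 5 endometrial brush samples, and 3 pools stood for each of the groups HR3, LR3, HR7 and LR7. The deposited values are PLIER signals on the log2 scale, which the authors made in Expression Console after scanning with GCOS 1.1.1 and global scaling. They run from 0 to 14.07. The medians of the arrays lay between 6.69 and 6.77 in HR3, 6.63 and 6.73 in LR3, 6.66 and 6.72 in HR7 and 6.64 and 6.71 in LR7, and 286 to 403 probe sets per array stood at the floor of 0. The present calls are missing from the deposited table. In their place, a probe set was kept when it lay above the array median on all arrays of at least 1 group, together with the study's own minimum of 0.2 for the standard deviation over the 12 arrays. This left 7,339 of 24,016 probe sets, which carry the symbols of 4,293 genes. A linear model with one mean per group was fitted to all 12 arrays in limma, and p values were adjusted by the Benjamini-Hochberg method within each comparison. Genes and gene groups below are said to rise, fall or pass only at an adjusted p under 0.05. Standard deviations are over 3 pools per group throughout, and the number of arrays limits the precision of every value.
The day of the cycle was the main difference between the pools. On the first principal component, which held 64.2% of the variance, the day 3 pools lay between -36.5 and -29.8 and the day 7 pools between 21.7 and 37.3. On the second, with 9.41% of the variance, LR3 ranged from -21.4 to 18.9 and HR3 from -8.76 to 8.91. The spiked dap transcript, a control for the target preparation, had a log2 difference of 5' minus 3' signal of -3.13, -2.66 and -2.86 in LR3 and of -2.74, -1.39 and -1.32 in HR3. At day 7 it was -2.30, -1.77 and -1.84 in HR7 and -1.50, -1.47 and -1.88 in LR7, so that in LR it moved with the day. The spiked thr transcript, a second control, had -3.52, -3.54 and -4.35 in LR3 and -2.37, -2.98 and -3.85 in LR7, which overlap, and -3.56, -2.56 and -1.97 in HR3 and -2.86, -3.06 and -2.89 in HR7.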

Transcript abundance was compared between high and low receptivity groups (LR and HR) on day 3 or on day 7 of estrous. We also analyzed differences among receptivity groups for changes of expression patterns between days 3 and 7 of the estrous cycle one cycle prior to embryo transfer. 

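From day 3 to day 7, transcripts of energy metabolism and protein secretion rose in the endometrium over both receptivity groups, and transcripts of cell division, stroma and T cells fell. Of 40 tested nuclear genes of oxidative phosphorylation, 34 rose and 1 fell, with a median log2 change of 0.36 (camera, adjusted p = 7.43e-06, and adjusted p = 0.451 with an estimated correlation). Of 27 genes of the secretory pathway and the unfolded protein response, 25 rose and 1 fell, with a median of 0.56 (adjusted p = 7.43e-06, and adjusted p = 0.417 with an estimated correlation). Examples are NDUFB6 of respiratory complex I (0.82), COX7A2 of complex IV (0.60) and the endoplasmic reticulum chaperones DNAJB9 (1.26) and CANX (0.84). Of 25 cell cycle genes, 13 fell and 2 rose (median -0.58, adjusted p = 0.00376, and adjusted p = 0.531 with an estimated correlation). The replication genes MCM7 (-0.96) and CDT1 (-0.87) and the checkpoint kinase CHEK1 (-1.06) were among those that fell, whereas the mitotic cyclin CCNB1 rose by 2.75. The stroma markers FBLN1 (-1.43), LUM (-2.19) and MMP2 (-1.51) fell, as did 8 of 15 stroma markers in all (median -0.70, adjusted p = 0.0254, adjusted p = 0.531 with an estimated correlation, and 0.051 without LR7 replicate 1). Their count was 5 without LR3 replicate 3 or HR7 replicate 2. Of 9 markers of T and NK cells, 7 fell (median -0.63, adjusted p = 0.0254, and adjusted p = 0.531 with an estimated correlation), among them CD2 (-0.80) and CD247 (-0.75).
Further groups rose. Of 25 inflammatory mediators, 16 rose and 3 fell (median 0.52, adjusted p = 0.00376, and adjusted p = 0.439 with an estimated correlation). Of 15 interferon-stimulated genes, 9 rose and 1 fell (adjusted p = 0.0227, and adjusted p = 0.531 with an estimated correlation). Of 20 NRF2 targets and antioxidant enzymes, 14 rose and 4 fell (adjusted p = 0.0227, adjusted p = 0.417 with an estimated correlation, and 0.0518 after quantile normalization), and of 9 genes of prostaglandin synthesis and transport 7 rose (median 0.56, adjusted p = 0.0254, and adjusted p = 0.417 with an estimated correlation). Of 12 DNA methylation and chromatin genes, 8 fell and 2 rose (median -0.47, adjusted p = 0.0377, and adjusted p = 0.451 with an estimated correlation). The latter call was lost without HR3 replicate 3 (0.052), without LR7 replicate 3 (0.058) and with the mean over all probe sets of a gene (0.0641). The squamous epithelium markers (8 of 15 rose and 2 fell, adjusted p = 0.0327, or 0.0504 without LR7 replicate 3) and 3 of 4 neutrophil markers (S100A12, S100A8 and S100A9; median over the 4 of 2.80, adjusted p = 0.0227) rose as well, with an adjusted p = 0.417 for either list with an estimated correlation. These 3 also stand among the inflammatory mediators.
In limma, 4,835 of the 7,339 probe sets passed, of which 2,282 rose and 2,553 fell (2,508 and 2,262 with each array centred on its median), and 5,136 had an unadjusted p under 0.05. Adjusted over the list alone, the counts of these lists were the same but for the secretory pathway (26 rose), inflammatory mediators (17 rose) and chromatin genes (9 fell). None of the 12 list calls held with an estimated correlation between genes.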

Mixed-model analysis of expression levels of the time point effect in the model revealed 5,640 probe sets indicating significant differences of the abundance of transcripts (p<0.05, corresponding to FDR<0.16).

### Comparisons between endometrial receptivity groups on day 3 of estrous cycle

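At day 3, markers of stromal cells lay higher in HR3 than in LR3, and several transcripts under the control of ovarian hormones lay lower. All 15 tested stroma markers were higher in HR3, with a median log2 difference of 0.60 (camera, adjusted p = 0.000473, and adjusted p = 0.588 with an estimated correlation). Without LR3 replicate 1 this median was 0.30. The matrix protease MMP2 (0.83), the intermediate filament VIM (0.49) and the growth factor receptor PDGFRB (0.37) are examples, and none of the 15 passed alone, neither over all probe sets nor when adjusted over the list alone. Of 21 steroid receptor genes and hormone-regulated endometrial genes, 15 were lower, with a median of -0.19 (adjusted p = 0.00655, adjusted p = 0.473 with an estimated correlation, and 0.105 without LR3 replicate 1). Adjusted over the list alone, 3 of them were lower, namely SLC5A1, FABP3 and PIP, and over all probe sets none was. SLC5A1, a sodium-dependent glucose transporter, had a log2 signal of 4.33 ± 0.25 in HR3 and 6.64 ± 1.01 in LR3 (difference -2.31, standard error 0.38, adjusted p = 0.358). FABP3, a fatty acid-binding protein, had 5.85 ± 0.30 in HR3 and 7.04 ± 0.15 in LR3 (difference -1.19, standard error 0.30, adjusted p = 0.668), and PIP, the prolactin-induced protein, differed by -0.75. On the side of HR3 stood DISP1, which releases hedgehog ligands (0.90, adjusted p = 0.531), the collagen COL26A1 (0.91, adjusted p = 0.56), LKAP (1.07, adjusted p = 0.429), YPEL3 (0.60), LOC504773 (0.68), MRGPRF (0.65), LYPLA2 (0.55) and DNASE1 (0.52). Other differences were those of TMEM220 (-0.75, adjusted p = 0.447), the phospholipid enzyme PISD (-0.66), LY6G6C (-1.65), MGC139127 (-0.62), LOC617625 (-0.60), SFRS1 (-0.46) and the Golgi mannosidase MAN2A1 (-0.48).
None of the 7,339 probe sets passed in limma, while 90 did when p values were adjusted over the 7 comparisons together. In that joint adjustment the many calls for the day, 2,397 in HR and 2,507 in LR, loosen the cutoff for every comparison. How many of the 90 chance would give was not counted. At an unadjusted p under 0.05 there were 518 (309 higher and 209 lower in HR3), where 367 would be met by chance, and an ordinary linear model gave 548 at that p and none after adjustment. With each array centred on its median the split was 228 higher and 319 lower. Without HR3 replicate 1, 882 had an unadjusted p under 0.05 and 5 passed (LKAP, EIF4H, INS and 2 probe sets without a gene name), without LR3 replicate 3 SLC5A1 alone passed, and the unadjusted count was 253, 268 and 290 without HR3 replicate 2, HR3 replicate 3 and LR3 replicate 1. With the 5' minus 3' signal of the dap control as a covariate, an alternative chosen after seeing the data, it was 185, and with that of the thr control, chosen likewise, 614.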

We identified 631 differentially-expressed probe sets (594 genes) between HR and LR endometria at day 3 of estrous (Table S1). Of these, 378 probe sets (358 genes) represented more abundant (HR3>LR3) and 253 probe sets (236 genes) represented less abundant (HR3<LR3) transcripts in the high receptivity group (Figure 1). 

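The direction of the listed transcripts could be followed for 427 of the 631 probe sets of Table S1, which were among those tested here. Of these, 334 had an unadjusted p under 0.05 in limma and 404 in an ordinary linear model, against 30.1 expected for an independent list of this size, and none passed after adjustment. These probe sets were chosen by the study on the same 12 arrays, so the overlap is not independent evidence.
Beyond the listed transcripts, all 4 tested neutrophil markers were lower in HR3, with a median of -0.59 (camera, adjusted p = 0.0293, and adjusted p = 0.576 with an estimated correlation). The calgranulin S100A12, a calcium-binding protein of granulocytes, differed by -0.83, and none of the 4 passed alone or when adjusted over the list alone. The list call was lost without HR3 replicate 1 (0.13), without LR3 replicate 3 (0.408, with a median of -0.31) and with each array centred on its median (0.0648). The immunoglobulin transcripts IGHM (-1.35) and JCHAIN (-1.02) varied widely between the LR3 pools, at 8.63 ± 1.25 and 8.93 ± 1.31, and the B and plasma cell list did not pass (adjusted p = 0.0906, or 0.0102 without LR3 replicate 1). Neither did the inflammatory mediators, of which 17 of 25 were lower (adjusted p = 0.0693), with CXCL8 at -2.28, nor the ribosomal proteins (9 of 14 lower, adjusted p = 0.0681), the uterine epithelium (11 of 12 higher, median 0.14, adjusted p = 0.0688) and smooth muscle (SMTN 0.76, adjusted p = 0.0738). These 4 lists passed under some settings. The inflammatory list did without HR3 replicate 2 (0.0397), LR3 replicate 1 (0.00312) or LR3 replicate 2 (0.0191), and the ribosomal list without HR3 replicate 2 (0.0466), LR3 replicate 2 (0.00309) or HR7 replicate 3 (0.0485). The uterine epithelium did without HR3 replicate 1 (0.0262) or LR3 replicate 1 (0.0129), and smooth muscle without HR3 replicate 1 (0.00522). With the mean over all probe sets of a gene the inflammatory (0.0384), ribosomal (0.0315) and uterine (0.0315) lists passed, and after quantile normalization the first 2 (0.0400 and 0.0456).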

We assessed the significance of direction of abundance of candidate genes for enrichment in functional annotation groups, as defined in the Ingenuity Pathway Knowledge Base. 

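Transcripts of cell division did not pass as a group between HR3 and LR3. Of 25 cell cycle and DNA replication genes, 11 were higher and 14 lower in HR3, with a median log2 difference of -0.02 (camera, adjusted p = 0.781). The direction of this list depended on single pools. It was lower in HR3 and passed without HR3 replicate 3 (0.0316, median -0.135) or LR3 replicate 3 (0.0298, median -0.08), and it was higher in HR3 without HR3 replicate 1 (0.238, median 0.115) or LR3 replicate 2 (0.0703, median 0.22). None passed in limma, also when adjusted over the list alone, and none had an unadjusted p under 0.05. The replication helicase subunit MCM7 differed by 0.26 and the spindle checkpoint gene MAD2L1 by -0.32. Genes of the secretory pathway and the unfolded protein response, which serve the transport and folding of proteins, lay on both sides as well. Of 27 tested, 11 were higher and 16 lower (median -0.06, adjusted p = 0.377, or 0.0317 without LR3 replicate 1). At an unadjusted p under 0.05 the coatomer subunit COPZ1 (1.08) and the chaperone CALR (0.84) were higher and the chaperones SDF2L1 (-0.52) and DNAJB11 (-0.41) lower, and none of these 4 passed, neither over all probe sets nor when adjusted over the list alone. APP, the amyloid precursor protein, which takes part in cell adhesion, was among the probe sets with the lowest p on the side of HR3 (0.68, adjusted p = 0.668).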

Genes with higher expression levels in the HR group at day 3 of estrous were often involved in molecular transport, cellular assembly and organization, and cell cycle (Table 1, Figure 2). To further refine the functional annotation of gene sets with higher abundance in the receptive group, their assignment to canonical pathways was explored using the Ingenuity Pathway Knowledge Base. The top three significantly enriched canonical pathways for these transcripts included integrin signaling (*TSPAN3, TSPAN5, CAPNS1, PAK6, MAPK1, RHOB, PIK3R1, ITGAV, PPP1CB, BCAR3, TSPAN6, MAP2K1*), actin cytoskeleton signaling (*IQGAP2, ARHGEF12, PAK6, MAPK1, PIK3R1, PIKFYVE, PPP1CB, GSN, MAP2K1, GNG12, F2, FGF1*) and Rac signaling (*IQGAP2, JUN, PAK6, MAPK1, PIK3R1, PIKFYVE, PARD3, MAP2K1*) (Table 1). 

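Transcripts of integrins and of the focal adhesions that link them to the cytoskeleton lay higher in HR3. Of 19 tested genes on a list of integrins and focal adhesion, 15 were higher and 4 lower, with a median log2 difference of 0.23 (camera, adjusted p = 0.00661, and adjusted p = 0.576 with an estimated correlation). ITGAV, the integrin subunit alpha V, had a log2 signal of 9.93 ± 0.09 in HR3 and 9.31 ± 0.15 in LR3, a difference of 0.62 (standard error 0.14, adjusted p = 0.647 from limma). CAPNS1, the small subunit of calpain, differed by 0.55, and these 2 genes passed when adjusted over the list alone, whereas none passed over all probe sets. TNS3 (0.30), RHOB (0.43), MAP2K1 (0.34) and TSPAN3 (0.35) also had an unadjusted p under 0.05. The list call was lost without LR3 replicate 3 (0.069). Markers of stroma moved with this group, being higher in HR3 in all 15 cases.
All 12 genes that the study names for integrin signaling were higher in HR3. The 7 tested differed by 0.27 to 0.62, and 6 of them had an unadjusted p under 0.05. For actin cytoskeleton signaling all 12 were higher, and 3 of the 5 tested reached that p, namely the exchange factor ARHGEF12 (0.60), the scaffold protein IQGAP2 (0.46) and MAP2K1. For Rac signaling all 8 were higher, and 3 of the 5 tested reached it, IQGAP2, MAP2K1 and the transcription factor JUN (0.66). None of these passed over all probe sets, and 6, 3 and 3 did when adjusted over the list alone. The lists were chosen by the study on these arrays and are not independent evidence of their direction.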

Transcripts that were less frequent in the HR group at day 3 of estrous were assigned to cellular assembly and organization, cellular function and maintenance, and energy production (Table 1, Figure 2). The transcripts of these groups were categorized in canonical pathways of mitochondrial dysfunction (*GSR, NDUFA5, COX6A1, NDUFS6, NDUFS2, CYCS, NDUFB1*), ubiquinone biosynthesis (*NDUFA5, NDUFS6, FTSJ1, NDUFS2, NDUFB1*), and oxidative phosphorylation (*NDUFA5, COX6A1, ATP5J2, NDUFS6, NDUFS2, NDUFB1*) (Table 1).

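The nuclear genes of oxidative phosphorylation did not pass as a group between HR3 and LR3. Of the 40 tested, 25 were lower in HR3 and 15 higher, with a median of -0.04 (camera, adjusted p = 0.119, and 0.0324 with the mean over all probe sets of a gene). It passed without HR3 replicate 3 (0.0128) or LR3 replicate 3 (0.0133). Among subunits of respiratory complex I, NDUFS6 (-0.24) and NDUFB6 (-0.26) were lower, and NDUFS3 was higher by 0.57 with an unadjusted p under 0.05. None of the 40 passed over all probe sets in limma.
Of the 7 genes that the study lists under mitochondrial dysfunction, 6 have a probe set named here and all 6 were lower in HR3. COX6A1 of complex IV (-0.51), NDUFA5 (-0.34) and the glutathione reductase GSR (-0.33) were among those with an unadjusted p under 0.05, and none passed over all probe sets. The study chose these genes on the same arrays, so their direction is not independent evidence.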

**Figure 1:**
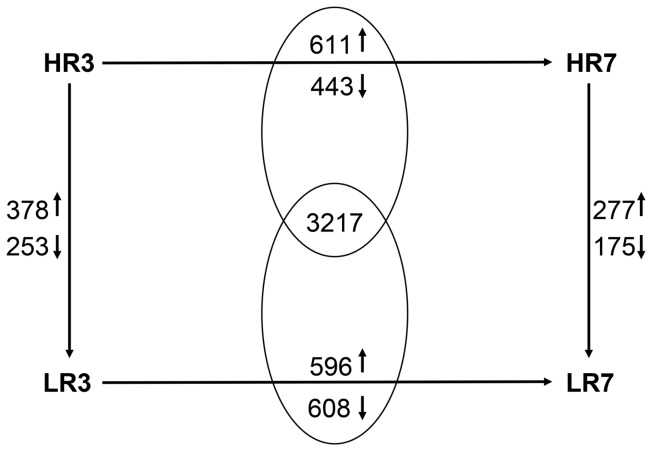
Number of regulated probe-sets in the endometrial biopsies. The numbers at the horizontal arrows indicate the quantity of probe-sets significantly regulated between the adjacent stages within either the HR or the LR group, whereas the numbers in the intersections indicate the quantity of probe-sets commonly regulated between day 3 to day 7 (↑ = higher transcript abundance at day 3, ↓ = lower transcript abundance at day 3) in both the HR and the LR group. The numbers at vertical arrows are the number of probe-sets differentially expressed between HR and LR at the same day of estrous cycle (↑ = higher transcript abundance in the HR groups, ↓ = lower transcript abundance in the HR groups).

**Figure 2:**
Canonical pathways enriched for transcripts showing different abundance depending on receptivity group and day of estrous cycle. Pathways showing temporal regulation from day 3 to day 7 are given at the horizontal vectors of either the HR (top part) or the LR group (lower part) (↑ = higher transcript abundance at day 3, ↓ = lower transcript abundance at day 3). Pathways of transcript showing different abundance among the Hr and LR at day 3 (left) or day 7 od estrous cycle are displayed at the vertical vectors (↑ = higher transcript abundance in the HR groups, ↓ = lower transcript abundance in the HR groups).

**Table 1:** Molecular and cellular functions of transcripts with different abundance in the HR and LR groups at day 3 of the estrous cycle.

	No. of genes	p-values
**HR3>LR3**		
**Molecular and cellular functions**		
Molecular Transport	65	4.41E-06-1.71E-02
Cellular Assembly and Organization	66	4.97E-06-1.71E-02
Cell Cycle	48	3.98E-05-1.71E-02
**Canonical Pathways**		
Integrin Signaling	12	1.69E-04
Actin Cytoskeleton Signaling	12	3.17E-04
Rac Signaling	8	4.18E-04
**HR3<LR3**		
**Molecular and cellular functions**		
Cellular Assembly and Organization	21	2.93E-05-4.73E-02
Cellular Function and Maintenance	21	2.93E-05-4.73E-02
Energy Production	7	1.22E-03-4.45E-02
**Canonical Pathways**		
Mitochondrial Dysfunction	7	2.35E-04
Ubiquinone Biosynthesis	5	4.25E-04
Oxidative Phosphorylation	6	2.05E-03

### Comparisons between endometrial receptivity groups at time point day 7 of estrous cycle

In total, 452 probe sets (397 genes) were differentially-expressed between high and low receptive endometria at day 7 of the estrous cycle (Table S2). Among these, 277 probe sets (243 genes) were more abundant in the high receptivity group (HR7>LR7) (Figure 1). Most of these genes were categorized in molecular and cellular functions of cellular development, cellular movement, and cellular growth and proliferation (Table 2, Figure 2). 

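At day 7 the clearest difference was in keratins and adhesion molecules of basal and squamous epithelium, which were higher in HR7. KRT15, a keratin of basal epithelial cells that the study's table calls KRT13, had a log2 signal of 10.70 ± 0.55 in HR7 and 7.62 ± 0.22 in LR7, a difference of 3.08 (standard error 0.31, adjusted p = 0.00128 from limma). A second probe set of KRT15 gave 2.82 (adjusted p = 0.00994). COL17A1, a collagen of the hemidesmosomes that anchor epithelium to the basement membrane, was 7.07 ± 0.09 in HR7 and 4.80 ± 0.47 in LR7 (difference 2.27, adjusted p = 0.00128), and a second probe set of it, which the stand-in for the present calls left out of the tests, differed by 0.46. The LR7 signals of COL17A1 and of the second probe set of KRT15 (4.52 ± 0.53) lay under the array median of 6.70. The sizes of these differences are therefore imprecise. SLK, a serine/threonine kinase of the cytoskeleton (0.93, standard error 0.13, adjusted p = 0.0164), and RDH10, an enzyme of retinoic acid synthesis (1.02, adjusted p = 0.0345), were higher as well. SLK and this probe set of RDH10 were singled out after their values were seen, and the probe set of RDH10 with the higher signal gave 1.07 (adjusted p = 0.0584). The probe set of SLK with the highest signal lay closer together, at 7.85 ± 0.27 in HR7 and 7.57 ± 0.06 in LR7. In each of the 5 probe sets that passed, all pools of HR7 lay above all pools of LR7. Of 15 tested markers of squamous epithelium, 14 were higher in HR7, with a median of 0.51 and a mean of 0.91 (camera, adjusted p = 1.85e-16, and adjusted p = 0.00085 with an estimated correlation). KRT15 and COL17A1 passed over all probe sets, and 9 did when adjusted over the list alone, among them KRT5 (2.46), KRT17 (1.20) and the water channel AQP3 (1.46).
The lists of inflammatory mediators and neutrophil markers lay on the same side, and which cells these transcripts came from was not tested. Of 25 inflammatory mediators, 20 were higher (median 0.33, adjusted p = 7.74e-06, and adjusted p = 0.277 with an estimated correlation), with none passing alone, none when adjusted over the list alone, and 9 at an unadjusted p under 0.05. Without HR7 replicate 3 their median was 0.52. All 4 neutrophil markers were higher (median 0.90, adjusted p = 0.000599, and adjusted p = 0.268 with an estimated correlation). Adjusted over the list alone, 3 of them passed, the calgranulins S100A12 (1.07), S100A8 (1.16) and S100A9 (0.74), which also count among the inflammatory mediators. Further transcripts on the side of HR7 that did not pass were FCGR2B, an Fc receptor (1.22, adjusted p = 0.167), LOC100847724 (1.58), the amino acid transporter SLC6A14 (0.92), UGT2A3 (1.54) and the protease ADAMTS1 (0.93).
Of the 7,339 probe sets, 5 passed, all higher in HR7, and 331 had an unadjusted p under 0.05 (200 higher and 131 lower), where 367 would be met by chance. An ordinary linear model gave 4 and 315, the 4 being SLK, COL17A1, CADM1 and KRT15. With each array centred on its median, the split at the unadjusted p was 174 higher and 161 lower. Adjusted over the 7 comparisons together, 101 passed, at a cutoff that the many calls for the day loosen. With the pool number as a block, 3 passed, COL17A1 and both probe sets of KRT15. Counts moved without LR3 replicate 3 (9), HR7 replicate 1 (3), HR7 replicate 3 (3), LR7 replicate 1 (2), LR7 replicate 2 (3) and LR7 replicate 3 (2, and 573 at the unadjusted p), and COL17A1 and KRT15 passed in all of these. SLK was lost without any single pool of HR7 or LR7 (adjusted p = 0.0575 to 0.153), and RDH10 without HR3 replicates 1 or 2, LR3 replicate 2 or any day 7 pool but HR7 replicate 2 (0.0598 to 0.244) and, at 1.06, with the dap covariate (0.0673).

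**Figure D1:**
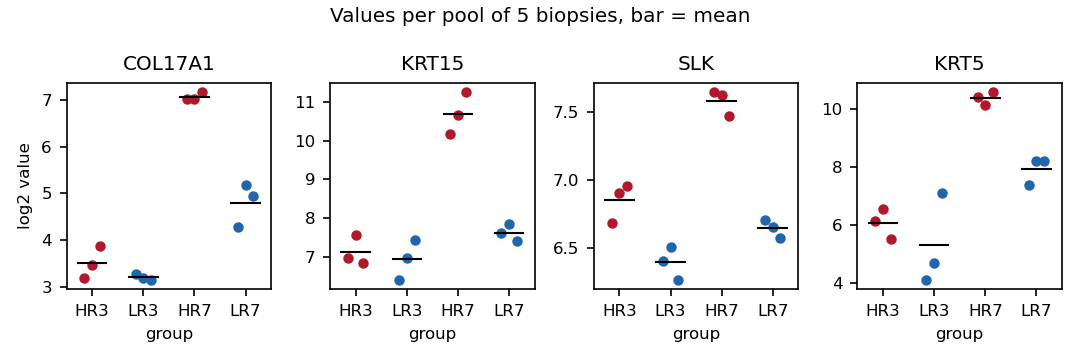
Log2 signal of COL17A1, KRT15, SLK and KRT5 in each of the 12 pools, by group. Points are pools and bars are the means of 3 pools, and the HR7 pools of COL17A1, KRT15 and SLK lie above the LR7 pools.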

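Of the 452 probe sets of Table S2, 313 were among those tested here and 254 of them had an unadjusted p under 0.05, against 14.1 expected for an independent list, while 5 passed after adjustment, the probe sets of COL17A1, KRT15, SLK and RDH10. An ordinary linear model gave 286 at the unadjusted p. The table was made from the same arrays and is not independent evidence.
Epithelial and adhesion transcripts were higher in HR7 beyond the squamous keratins. Of 12 tested markers of uterine epithelium, 11 were higher, with a median of 0.18 (camera, adjusted p = 0.000599, and adjusted p = 0.467 with an estimated correlation). KRT19, a keratin of simple epithelium, differed by 0.50. None of the 12 passed, also when adjusted over the list alone, and the list call was lost without HR7 replicate 1 (0.0908, median 0.10). Of 19 integrin and focal adhesion genes, 15 were higher (median 0.10, adjusted p = 0.00492, adjusted p = 0.277 with an estimated correlation, and 0.101 without LR7 replicate 2). The caveolae proteins CAV1 (0.44) and CAV2 (0.41) were its members with an unadjusted p under 0.05, and none passed, also when adjusted over the list alone.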

The top three canonical pathways were T- and B cell signaling (*TLR2, TLR1, IL18, CD80, TNFSF13, RELB, IL1B*), NF-κB signaling (*TLR2, FGFR3, TLR1, IL18, TGFBR1, RELB, IL1B*) and inositol phosphate metabolism (*PLCD1, INPP1, INPP5F, PIM1, CDK6, GRK5*) (Table 2). 

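Myeloid cell markers lay higher in HR7, while markers of T and B cells did not differ as groups. Of 13 tested markers of macrophages and myeloid cells, 10 were higher, with a median of 0.18 (camera, adjusted p = 0.0332, and adjusted p = 0.979 with an estimated correlation). The scavenger receptor MSR1 (0.82) was among those with an unadjusted p under 0.05, and no member passed, also when adjusted over the list alone. Without HR7 replicate 2 the list lay on the other side (0.679, median -0.08), and without LR7 replicate 1 (0.0745) or LR7 replicate 3 (0.272, median 0.06) it did not pass. The median was 0.48 without HR7 replicate 1 and 0.27 without LR7 replicate 2. Of 9 markers of T and NK cells, 3 were higher and 6 lower (adjusted p = 0.98), where the median was -0.08 and the direction of the test was upward. Of 4 markers of B and plasma cells, 1 was higher and 3 lower (median -0.18, adjusted p = 0.98). The adaptor protein PYCARD of the inflammasome differed by 0.74 (adjusted p = 0.574).
Of the 7 genes that the study names for T and B cell signaling, 6 have a probe set named here and all 6 were higher in HR7. The 4 tested, the costimulatory ligand CD80 (0.65), the cytokines IL18 (0.63) and TNFSF13 (0.57) and the receptor TLR2 (0.45), had an unadjusted p under 0.05. For NF-κB signaling 3 of 4 tested genes reached it, IL18, TLR2 and the growth factor receptor FGFR3 (0.53), with TGFBR1 at 0.30. For inositol phosphate metabolism all 5 tested did, the kinases PIM1 (0.46) and CDK6 (0.46), the phosphatases INPP1 (0.37) and INPP5F (0.34) and the phospholipase PLCD1 (0.35). None passed over all probe sets, and 4, 3 and 5 did when adjusted over the list alone. These genes were selected by the study on the same arrays, so the counts are not independent evidence.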

The remaining 175 probe sets (154 genes) were less frequent in the high receptivity group at day 7 of estrous (HR7<LR7). 

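Transcripts of ciliated cells lay lower in HR7. All 4 tested markers of ciliated epithelium were lower, with a median of -0.92 (camera, adjusted p = 0.000252, and adjusted p = 0.277 with an estimated correlation). Adjusted over the list alone, 3 of them passed, the sperm flagellum protein SPAG6 (-1.08), the tubulin-binding TPPP3 (-1.03) and the microtubule protein TEKT1 (-0.80), while none passed over all probe sets. Among the transcripts with the lowest p on this side were further genes of cilia and axonemes, the kinesin KIF9 (-0.68), the dynein regulator GAS8 (-0.80), DAW1 (-1.08), CCDC153 (-0.91) and DNCH2 (-0.60), with adjusted p from 0.428 to 0.529. PIP, the prolactin-induced protein, had a log2 signal of 8.36 ± 0.19 in HR7 and 9.40 ± 0.39 in LR7 (difference -1.04, standard error 0.23, adjusted p = 0.284 from limma). TBC1D30 (-0.49) and the G protein subunit GNB4 (-0.76) did not pass either. Of 15 interferon-stimulated genes, 9 were lower and 6 higher (median -0.09, adjusted p = 0.173, or 0.0155 without LR7 replicate 1 and 0.0309 without LR7 replicate 2), and the antiviral gene MX1 (-0.56) and IFI6 (-1.11) passed when adjusted over the list alone, none over all probe sets. Of 21 steroid receptor and hormone-regulated genes, 13 were higher and 8 lower (median 0.01 and mean -0.03, adjusted p = 0.98), and PIP alone passed when adjusted over the list alone.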

The top three biological process categories included cellular assembly and organization, cellular function and maintenance, and cell death (Table 2, Figure 2). Only two canonical pathways were enriched in low receptive endometrium: inhibition of angiogenesis (*GUCY1A3, THBS1, GUCY1B3*) and NRF2-mediated oxidative stress response (*ABCC1, DNAJA4, HSPB8, DNAJC11*) (Table 2).

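GUCY1A1 (GUCY1A3 in the study), a subunit of the nitric oxide receptor soluble guanylate cyclase, had a log2 signal of 7.87 ± 0.09 in HR7 and 8.40 ± 0.12 in LR7, a difference of -0.53 (standard error 0.13, adjusted p = 0.437 from limma). Of 14 tested genes of angiogenesis and its inhibition, 8 were higher and 6 lower in HR7, with a median of 0.04, while the direction of the test was downward (camera, adjusted p = 0.856). GUCY1A1 alone passed when adjusted over the list alone, and none passed over all probe sets. HSPB8, a small heat shock protein, differed by -0.96 (adjusted p = 0.574 from limma) and the cochaperone DNAJA4 by -0.40, whereas the quinone reductase NQO1, a classical NRF2 target, differed by 0.63. Of 20 NRF2 targets and antioxidant enzymes, 11 were higher and 9 lower (adjusted p = 0.98), with a median of 0.06 while the test pointed downward. None passed over all probe sets or when adjusted over the list alone.
All 3 genes that the study names for inhibition of angiogenesis were lower in HR7, and of the 2 tested GUCY1A1 had an unadjusted p under 0.05. All 4 that it names for the NRF2 response were lower as well, HSPB8 and DNAJA4 at that p, ABCC1 by -0.28 and DNAJC11 by -0.24. After adjustment over the list alone 1 passed in each group. The study selected these genes on the same arrays, so their direction is not independent evidence.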

**Table 2:** Molecular and cellular functions of transcripts with different abundance in the HR and LR groups at day 7 of the estrous cycle.

	No. of genes	p-values
**HR7>LR7**		
**Molecular and cellular functions**		
Cellular Development	78	4.15E-09-5.44E-03
Cellular Movement	57	9.9E-09-5.47E-03
Cellular Growth and Proliferation	86	9.98E-07-5.44E-03
**Canonical Pathways**		
T Cell and B Cell Signaling	7	9.67E-05
NF-êB Signaling	7	5.07E-03
Inositol Phosphate Metabolism	6	7.58E-03
**HR7<LR7**		
**Molecular and cellular functions**		
Cellular Assembly and Organization	18	7.06E-07-4.99E-02
Cellular Function and Maintenance	20	5.08E-06-4.84E-02
Cell Death	29	5.06E-04-4.84E-02
**Canonical Pathways**		
Inhibition of Angiogenesis	3	1.75E-03
NRF2-mediated Oxidative Stress Response	4	3.87E-02

### Temporal regulation from day 3 to day 7 of estrous cycle in the high receptive endometrium

Comparing two cycle stages within the two receptivity groups uncovered significantly temporally-regulated transcripts; the resulting gene lists were then compared between the high and low receptivity groups. The intersection of commonly regulated genes (3,217 probe sets) between those comparisons were discarded because these regulations were likely due to physiological development processes in the estrous cycle that are not associated with divergent receptivity (Figure 1). 

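The probe sets that changed from day 3 to day 7 in both HR and LR did so in the same direction. PDZK1, a scaffold of membrane transporters, rose by 5.78 in HR (standard error 0.47, adjusted p = 1.25e-05 from limma) and by 5.72 in LR (adjusted p = 2.49e-05). DGAT2, an enzyme of triglyceride synthesis, rose by 4.87 and 5.10, the growth factor CRIPTO by 4.82 and 3.88, and lipoprotein lipase LPL by 3.51 and 3.87. The signal of DGAT2 was 3.39 ± 0.58 in HR3 and 3.15 ± 2.84 in LR3, far under the array median of 6.70, so the size of its rise is imprecise. On the other side SFRP4, a secreted inhibitor of Wnt signaling, fell in both groups (-5.81 in HR and -4.27 in LR), as did the gap junction protein GJA1 (-2.77 and -2.94), N-cadherin CDH2 (-3.14 and -2.68), the kallikrein KLK10 (-2.77 and -2.35) and TSPAN2 (-2.64 and -2.23). The size of the fall of SFRP4 is imprecise too, as its signal was 2.99 ± 1.87 in HR7 and 3.20 ± 1.19 in LR7. The secretory pathway list rose in both groups, with 19 of 27 genes in HR (21 adjusted over the list alone; median 0.54, adjusted p = 1.37e-05, and adjusted p = 0.343 with an estimated correlation) and 16 in LR (20 adjusted over the list alone; median 0.54, adjusted p = 5.39e-05, and adjusted p = 0.579 with an estimated correlation). The list counts moved without HR3 replicate 3 or HR7 replicate 1 (12 each), HR7 replicate 2 (10) and LR3 replicate 1 or LR7 replicate 1 (9 each). The chaperone genes SDF2L1 (1.58 and 0.92) and DNAJB9 (1.28 and 1.24) rose in HR and in LR. The prostaglandin enzymes PTGIS (2.53 and 2.96), AKR1B1 (2.36 and 2.54) and HPGD (1.72 and 1.92) did too. The prostaglandin list passed in HR (6 of 9 rose, also when adjusted over the list alone; median 0.70, adjusted p = 0.0102, and adjusted p = 0.191 with an estimated correlation) and had an adjusted p = 0.0626 in LR, or 0.0426 without LR3 replicate 1 and 0.0425 with the pool number as a block. Its interaction did not pass (adjusted p = 0.404).
In limma, 3,045 probe sets passed in HR (1,520 rose and 1,525 fell, or 1,740 and 1,300 with each array centred on its median) and 3,280 in LR (1,663 rose and 1,617 fell). Of these, 2,228 were shared, 1,182 rising and 1,046 falling in both and none in opposite directions, where independent lists would share 344 and 336. Without HR7 replicate 2 the count in HR was 1,926, and without LR7 replicate 1 that in LR was 2,155. The share depends on the model. With only the 2 compared groups in the fit, 1,573 of 3,440 probe sets that passed in HR were shared with 1,957 in LR, and without the stand-in for the present calls 1,368 of 2,364. With the dap signal as a covariate, chosen after seeing the data, 310 of 3,131 were shared with 320 in LR, 1 of them in opposite directions. With the thr signal, chosen likewise, 2,022 of 3,424 were shared with 2,574 in LR, and with the mean of the stroma markers 1,173 of 1,370. With the dap covariate the changes in LR of DGAT2 (5.83, adjusted p = 0.0673), CRIPTO (3.71, 0.0778), KLK10 (-2.39, 0.0527) and SDF2L1 (0.94, 0.109) were about as large as without it but did not pass, and those of AKR1B1 (1.78, 0.107) and HPGD (1.09, 0.207) were smaller and did not pass. The paper discards the shared probe sets and proposes that these regulations reflect physiological development in the cycle and are not associated with divergent receptivity.

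**Figure D2:**
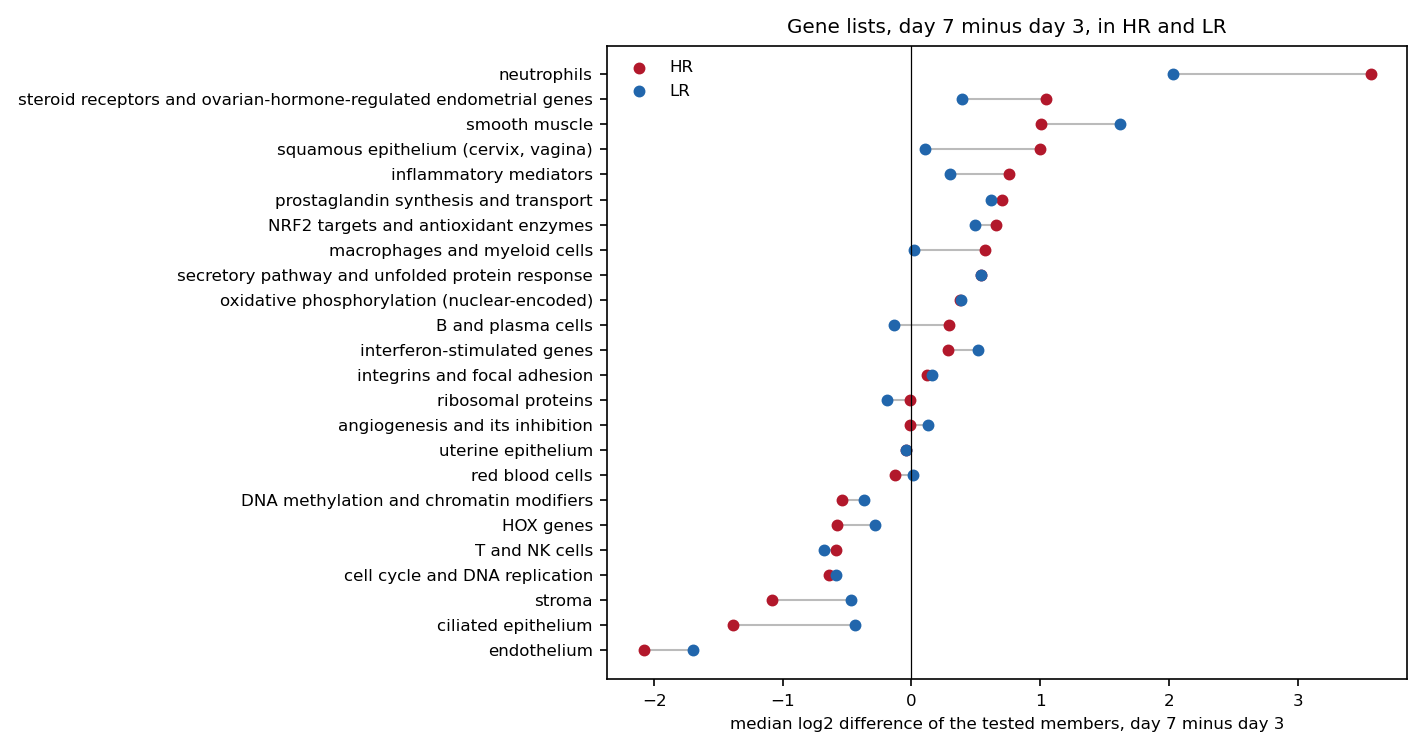
Median log2 change from day 3 to day 7 of the tested genes on each of the 24 gene lists, in HR and in LR. Points are medians over the genes of a list, and the medians of the secretory pathway lie at 0.54 in both groups.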

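In HR, besides PDZK1, there were rises of LY6G6C (5.63), the fatty acid transporter SLC27A6 (5.56), ACMSD of tryptophan catabolism (5.23), the Fc receptor FCGR2B (5.18, adjusted p = 2.16e-07) and the calgranulins S100A12 (5.10, adjusted p = 5.04e-06) and S100A8 (4.82). The HR3 signals of SLC27A6 (1.76 ± 1.55) and ACMSD (1.69 ± 1.52) lay near the floor of 0, so the size of their rises is imprecise. The matrix-associated SPARCL1 (-3.34), EGFLAM (-2.80) and CDCA7 (-2.72), a gene of the cell cycle, fell. COLEC12 (-2.72) and the phosphatase DUSP12 (-2.70) fell too, but their calls were lost without HR7 replicate 1 (adjusted p = 0.0571 and 0.0542) or HR7 replicate 2 (0.0536 and 0.0582), and that of COLEC12 also without HR3 replicate 1 (0.0605). Squamous epithelium markers rose in HR, 9 of 15 over all probe sets and 9 when adjusted over the list alone (median 1.00, camera adjusted p = 0.000982, and adjusted p = 0.169 with an estimated correlation), with COL17A1 at 3.56, KRT15 at 3.59 and KRT5 at 4.34. The signal of COL17A1 was 3.51 ± 0.35 in HR3, far under the array median of 6.70, so the size of its rise is imprecise. Stroma markers fell, 4 of 15 in both counts (median -1.08, adjusted p = 0.0102, and adjusted p = 0.53 with an estimated correlation), FBLN1 (-1.65), MMP2 (-2.05), LUM (-2.16) and COL5A1 (-1.08), and 10 of them did without HR7 replicate 3. Without HR7 replicate 1 the median was -0.545. In LR the squamous markers (5 rose and 2 fell, median 0.10, adjusted p = 0.447) and the stroma markers (3 fell, FBLN1, LUM and FN1; median -0.47, adjusted p = 0.111, or 0.0366 without LR3 replicate 1) did not pass as lists. The interaction of receptivity and day passed for the squamous list (adjusted p = 6.02e-11, and adjusted p = 0.00369 with an estimated correlation) and not for the stroma list (adjusted p = 0.0974), which passed without HR3 replicate 3 (0.0148), LR3 replicate 3 (0.0402), HR7 replicate 3 (8.38e-06) or LR7 replicate 1 (0.000891) and with the pool number as a block (0.0364). Ciliated markers fell in HR (SPAG6 -1.52, TPPP3 -1.73 and TEKT1 -1.25, and all 4 when adjusted over the list alone; median -1.39, adjusted p = 0.035). That list call was lost without HR3 replicate 2 (0.064), without HR7 replicate 1 (0.069) and with an estimated correlation (adjusted p = 0.506), and the call of TEKT1 without HR3 replicate 2 (0.0551), HR7 replicate 1 (0.0552) and HR7 replicate 2 (0.0549). That of COL5A1 was lost without HR3 replicates 1 or 2 or HR7 replicates 1 or 2 (0.0741 to 0.101). In LR the ciliated list had a median of -0.44 (adjusted p = 0.419). Its interaction passed (adjusted p = 0.0325, and adjusted p = 0.637 with an estimated correlation) and was lost without HR3 replicates 1 or 2, LR3 replicates 1 or 2, HR7 replicates 1 or 2 or LR7 replicate 3 (0.0579 to 0.217).
At an adjusted p under 0.05, 817 probe sets changed in HR and did not pass in LR, 338 rising and 479 falling, and 796 of them had the same sign in LR. Their median change, taken in the direction of HR, was 0.58 in HR and 0.32 in LR. The interaction of receptivity and day, which tests the difference itself, had an unadjusted p under 0.05 for 92 of them and none after adjustment in limma. Over all probe sets it was 286 and none in limma, and 264 and none in an ordinary linear model. Of the 1,054 probe sets of Table S3, 678 were tested here, and 666 had an unadjusted p under 0.05 against 360 expected. The interaction had an unadjusted p under 0.05 for 86 of the 678. The study chose them on the same arrays. The count of 817 became 463, 492, 537 and 369 without HR3 replicate 2, HR3 replicate 3, HR7 replicate 1 and HR7 replicate 2, and 1,265 and 1,301 without LR3 replicate 2 and LR7 replicate 1. It was 1,867 with only the 2 compared groups in the fit, 1,755 with array weights, 2,821 with the dap covariate, 1,402 with the thr covariate and 197 with the stroma covariate.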

Between day 3 and day 7 of estrous in the high receptive endometrium, there were 1,054 (611 HR3>HR7; 443 HR3<HR7) probe sets (973 genes) showing varied expression that did not overlap with the low receptive group (Table S3). The top five molecular and cellular functions of 611 transcripts were carbohydrate metabolism, lipid metabolism, small molecule biochemistry, gene expression, and cellular assembly and organization (Table 3, Figure 2). For transcripts more frequent at day 7, the most prominent biological functions were cellular movement, cell death, cell-to-cell signaling and interaction, antigen presentation, and cellular function and maintenance (Table 3, Figure 2). 

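Genes of DNA replication and chromosome segregation were more abundant in HR3 than in HR7. Of 25 tested cell cycle and DNA replication genes, 13 fell to day 7 and 1 rose in HR, also when adjusted over the list alone, with a median log2 change of -0.64 (camera, adjusted p = 0.00242, and adjusted p = 0.553 with an estimated correlation). The helicase subunit MCM7 (-1.13), the licensing factor CDT1 (-0.93) and the mitotic kinase AURKB (-0.64) fell, and the gene that rose was the mitotic cyclin CCNB1 (2.58). In LR 13 of the same 25 genes fell and 2 rose (median -0.59, adjusted p = 0.0112, and adjusted p = 0.651 with an estimated correlation), with MCM7 at -0.79, CDT1 at -0.81, the clamp loader RFC4 at -0.58 and CCNB1 at 2.92. The call in LR was lost without LR3 replicate 2 (0.075) and LR7 replicate 3 (0.054), its median was -0.38 without LR3 replicate 2, and its count was 8 without LR3 replicate 2 or LR7 replicate 2. The interaction of receptivity and day did not pass for this list (adjusted p = 0.414, or 0.00892 without LR3 replicate 2). With the dap covariate MCM7 (-0.97, adjusted p = 0.0580), RFC4 (-0.59, 0.155) and CCNB1 (2.09, 0.0827) did not pass in LR, though the changes of the first 2 were not smaller. Genes of DNA methylation and chromatin fell in HR, 6 of 12 with 1 rising (7 and 1 when adjusted over the list alone; median -0.54, adjusted p = 0.015, and adjusted p = 0.381 with an estimated correlation), among them UHRF1, which recruits the maintenance methyltransferase (-1.65), the demethylase KDM1A (-0.63), the deacetylase HDAC2 (-0.55) and GADD45A (-0.75). In LR 5 fell and 1 rose (median -0.37, adjusted p = 0.111, and 0.202 for the interaction), with UHRF1 at -1.48, GADD45A at -1.01 and KDM1A at -0.47, the last 2 of which were at -0.64 with the dap covariate and did not pass (0.188 and 0.0826). The count of 7 in HR was 4 without HR3 replicate 3, and that of 6 in LR was 3 without LR3 replicate 1 or LR7 replicate 2.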

Canonical pathways that were assigned only to day 3 of estrous in the HR group (HR3>HR7) included role of BRCA1 in DNA damage response, ATM signaling, role of CHK proteins in cell cycle checkpoint control, and hereditary breast cancer signaling (Table 3). 

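Inflammatory transcripts rose from day 3 to day 7 in HR. Of 25 inflammatory mediators, 14 rose and 1 fell (15 and 2 when adjusted over the list alone), with a median of 0.76 (camera, adjusted p = 0.00029, and adjusted p = 0.343 with an estimated correlation). The chemokines CXCL8 (4.78, adjusted p = 0.00175 from limma) and CXCL2 (1.38) and the calgranulin S100A9 (2.31) rose. CXCL10, a chemokine induced by interferon, fell by 1.55. Of 4 neutrophil markers, 3 rose in both counts (S100A12, S100A8 and S100A9; median over the 4 of 3.57, adjusted p = 0.00308, and adjusted p = 0.271 with an estimated correlation). They are shared with the inflammatory list. In LR the same 3 rose in both counts (median over the 4 of 2.03, adjusted p = 0.0381, and adjusted p = 0.579 with an estimated correlation). That list call was lost without LR3 replicate 2 (0.0750) or LR7 replicate 3 (0.0540), with the pool number as a block (0.0670), after quantile normalization (0.0538) and after median centring (0.0542). The inflammatory mediators rose in LR as well (10 rose and 2 fell, median 0.30, adjusted p = 0.0461, and adjusted p = 0.579 with an estimated correlation). This call was lost without any single LR pool but LR3 replicate 3 (0.0555 to 0.0978), with the pool number as a block (0.0581), after quantile normalization (0.0733), after median centring (0.0721) and with 16 added to the signal (0.0656), the last chosen after seeing the data. The interaction passed for the inflammatory mediators (20 of 25 higher, median 0.52, adjusted p = 1.04e-06, and adjusted p = 0.235 with an estimated correlation).
Antioxidant transcripts rose too. Of 20 NRF2 targets and antioxidant enzymes, 13 rose and 2 fell in HR (13 and 2 when adjusted over the list alone; median 0.66, adjusted p = 0.011, and adjusted p = 0.343 with an estimated correlation), among them thioredoxin reductase TXNRD1 (1.58), sulfiredoxin SRXN1 (1.46), glutathione reductase GSR (0.73) and the glutathione conjugate exporter ABCC1 (1.01). In LR 10 rose and 1 fell (11 and 1 when adjusted over the list alone; median 0.49, adjusted p = 0.0381, and adjusted p = 0.579 with an estimated correlation), with TXNRD1 at 1.71, HMOX1 at 1.59 and ABCC1 at 1.28. The call in LR was lost without LR7 replicate 1 (0.0689) and LR7 replicate 3 (0.054) and after quantile normalization (0.0791), and its count of 11 was 7 without LR3 replicate 1 or LR7 replicate 1. ABCC1 was at 0.95 in LR with the dap covariate and did not pass (0.0550). The interaction did not pass (adjusted p = 0.594).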

Genes showing temporal regulation in the high receptive group (HR3<HR7) were assigned to the canonical pathways of TREM1 signaling, graft-versus-host disease signaling, the coagulation system, and glutathione metabolism (Table 3).

**Table 3:** Molecular and cellular functions of transcripts with different changes of abundance between day 3 and day 7 of the estrous cycle in the HR groups.

	No. of genes	p-values
**HR3>HR7**		
**Molecular and cellular functions**		
Carbohydrate Metabolism	6	3.70E-05-2.39E-02
Lipid Metabolism	10	3.70E-05-2.93E-02
Small Molecule Biochemistry	22	3.70E-05-2.39E-02
Gene Expression	90	8.16E-05-2.36E-02
cellular assembly and organization	65	1.31E-04-2.39E-02
**Canonical Pathways**		
Role of BRCA1 in DNA Damage Response	9	6.61E-06
Hereditary Breast Cancer Signaling	11	1.15E-04
ATM Signaling	7	2.26E-04
Role of CHK Proteins in Cell Cycle Checkpoint Control	5	1.058E-03
**HR3<HR7**		
**Molecular and cellular functions**		
cellular movement	68	2.44E-10-4.35E-03
cell-to-cell signaling and interaction	57	5.20E-08-4.35E-03
cell death	93	1.68E-07-4.23E-03
Antigen Presentation	33	2.24E-07-2.89E-03
Cellular Function and Maintenance	30	7.86E-07-4.23E-03
**Canonical Pathways**		
TREM1 Signaling	6	3.19E-04
Graft-versus-Host Disease Signaling	5	1.12E-03
Coagulation system	4	2.96E-03
Glutathione Metabolism	5	3.95E-03

### Temporal regulation from day 3 to day 7 of estrous cycle in the low receptive endometrium

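In LR, besides PDZK1 and DGAT2, the seminal plasma protein homolog BSP3 (4.64), the proline dehydrogenase PRODH (4.40), the ferritin receptor SCARA5 (3.97), the zinc transporter SLC39A8 (3.64) and MGC138914 (3.63) rose. BSP3 had a signal of 2.55 ± 2.25 in LR3, far under the array median of 6.70, so the size of its rise is imprecise. The complement inhibitor C4BPA (-3.17), the dipeptidase DPP4 (-2.36), the chemokine CXCL10 (-2.35) and the transcription factor KLF11 (-2.22) fell. SPARCL1 fell by 2.36, a call that was lost without LR3 replicate 2 (adjusted p = 0.0925), LR3 replicate 3 (0.0714), LR7 replicate 1 (0.093) or LR7 replicate 3 (0.0623). When the dap signal was a covariate, DPP4 (-2.25, adjusted p = 0.176), CXCL10 (-2.06, 0.0537), BSP3 (3.84, 0.104) and SPARCL1 (-3.32, 0.133) kept most of their change or exceeded it but did not pass, while MGC138914 (2.22, 0.123) and C4BPA (-0.67, 0.687) were smaller by over 1.5 times and did not pass. C4BPA (-2.22, 0.0539) and SPARCL1 (-2.28, 0.0726) did not pass with the thr covariate either. Interferon-stimulated genes rose in LR, 6 of 15 with CXCL10 falling (8 and 1 when adjusted over the list alone; median 0.52, camera adjusted p = 0.0161, adjusted p = 0.579 with an estimated correlation, and 0.054 without LR7 replicate 3). The median was 0.30 without LR3 replicate 1. IFI44 (1.85), IFI44L (1.07) and the antiviral gene MX1 (0.92) are examples. In HR 6 rose and 1 fell, the median was 0.29 and the list did not pass (adjusted p = 0.0553). It passed without HR3 replicate 1 (0.0249), LR3 replicate 1 (0.0326), HR7 replicate 3 (0.0492) or LR7 replicate 1 (0.0486) and with the pool number as a block (0.0269), and its count was 4 in place of 7 without HR3 replicates 2 or 3 or HR7 replicates 1 or 2. The interaction had an adjusted p = 0.202, or 0.0202 without LR3 replicate 3 and 0.0402 without LR7 replicate 1. Genes of steroid receptors and hormone regulation passed as a list in HR (11 of 21 rose and 2 fell, 11 and 3 when adjusted over the list alone; median 1.04, adjusted p = 0.0115, and adjusted p = 0.271 with an estimated correlation) and not in LR (10 rose and 3 fell; median 0.39, adjusted p = 0.111, or 0.0320 without LR3 replicate 1). FABP3 (4.53 in HR and 3.54 in LR) and PIP (2.21 and 2.50) rose in each group. Their interaction passed (median 0.25, adjusted p = 0.0325, and adjusted p = 0.315 with an estimated correlation) and was lost without HR3 replicate 1 (0.0603), HR3 replicate 3 (0.067), LR3 replicate 1 (0.284), HR7 replicate 2 (0.182), LR7 replicate 2 (0.112, median 0.15) and LR7 replicate 3 (0.171), with the mean over all probe sets of a gene (0.089) and after median centring (0.0509).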

In the low receptive group, 1,204 probe sets (1066 genes) showed temporal regulation (Table S4). Of these, 596 probe sets (521 genes) represented transcripts more abundant at day 3 (LR3>LR7) (608 probe sets (554 genes) at day 7 (LR3<LR7)) (Figure 1). 

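In LR, 1,052 probe sets passed that did not pass in HR, 481 rising and 571 falling, and 1,007 of them had the same sign in HR. Their median change, taken in the direction of LR, was 0.56 in LR and 0.31 in HR. The interaction had an unadjusted p under 0.05 for 91 of them and none after adjustment in limma. Of the 1,204 probe sets of Table S4, 774 were tested here, 761 had an unadjusted p under 0.05 against 431 expected, 572 passed after adjustment, and the interaction had an unadjusted p under 0.05 for 82. These probe sets were chosen by the study on the same arrays. Without LR3 replicate 1, LR7 replicate 1 and LR7 replicate 2 the count of 1,052 became 574, 496 and 686. It was 384 with only the 2 compared groups in the fit and 567 with array weights. With the dap signal as a covariate, chosen after seeing the data, it was 10, and of 71 results for genes named in this text that passed in LR 21 passed. That signal lay at -3.13 to -2.66 in LR3 and at -1.88 to -1.47 in LR7, without overlap, and the standard errors of the 71 were 1.52 times as large in the median. Of the 50 that did not pass, 28 had a change of the same sign that was not smaller by over 1.5 times. With the thr signal as a covariate, whose values in LR3 and LR7 overlap, the count was 552 and 53 of the 71 passed.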

Transcripts that were more frequent in day 3 than day 7 in LR were assigned to biofunctions of gene expression, cellular growth and proliferation, cellular development, cell cycle, and cell-to-cell signaling and interaction (Table 4, Figure 2). A significant number of these genes were associated with prolactin signaling (*SOCS1, STAT5A, PLCG2, CREBBP, STAT3, PIK3R4, NR3C1*), lysine degradation (*PLOD2, KAT2B, WHSC1L1, AASDHPPT, WHSC1, ECH1*), and T-cell receptor signaling (*PTPRC, CD247, LCK, LAT, IKBKE, PPP3CC, PIK3R4*) (Table 4). 

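Genes that the study names for prolactin signaling were lower at day 7 than at day 3 in LR, and 2 of the 4 tested passed. STAT3, which relays cytokine and hormone signals, fell by 1.28 (adjusted p = 0.0115 from limma), and the glucocorticoid receptor NR3C1 fell by 0.72 (adjusted p = 0.00534). STAT5A (-0.46) and the coactivator CREBBP (-0.36) did not pass. All 7 genes of this study list were lower at day 7, the 4 tested all had an unadjusted p under 0.05, STAT3 and NR3C1 passed over all probe sets, and 4 did when adjusted over the list alone. Of the study's lysine degradation genes all 6 were lower and the 5 tested passed in both counts. The collagen hydroxylase PLOD2 (-1.13) and ECH1 (-0.72) did so in every leave-out, the others being the histone methyltransferases WHSC1L1 and WHSC1 and AASDHPPT. Their count was 2 without LR3 replicate 1, LR3 replicate 2 or LR7 replicate 1 and 3 without LR7 replicate 2.
T cell transcripts fell in LR. All 7 genes that the study names for T-cell receptor signaling were lower at day 7, and the 5 tested, the kinases LCK (-0.68) and IKBKE (-0.85), the receptor chain CD247 (-0.79), the phosphatase PTPRC (-0.45) and PPP3CC (-0.59), passed over all probe sets and over the list alone. Their count was 3, 2, 1, 2 and 0 without LR3 replicates 1, 2 and 3 and LR7 replicates 1 and 2. These 3 lists were chosen by the study on the same arrays and are not independent evidence. Of 9 fixed markers of T and NK cells all were lower, 3 passed in both counts (CD2 at -0.78, LCK and CD247), and the median was -0.68 (camera, adjusted p = 0.0381, and adjusted p = 0.579 with an estimated correlation). In HR all 9 were lower as well (median -0.58, adjusted p = 0.035, and adjusted p = 0.553 with an estimated correlation), with 3 passing over all probe sets, CD2 (-0.82), CD247 and NKG7, and CD2 alone over the list. The call in LR was lost without LR3 replicate 3 (0.101), LR7 replicate 1 (0.0689) and LR7 replicate 2 (0.0723) and after quantile normalization (0.0538), and that in HR without HR3 replicate 3 (0.0701) and HR7 replicate 2 (0.0656). The count in LR was 1, 1 and 8 without LR3 replicate 3, LR7 replicate 2 and LR7 replicate 3, and that in HR was 1 without HR3 replicates 2 or 3 or HR7 replicates 1 or 2 and 5 without LR7 replicate 3. The interaction of this list did not pass (adjusted p = 0.648). When the dap signal was a covariate, STAT3 (-1.51, adjusted p = 0.127), PLOD2 (-1.07, 0.118), ECH1 (-0.60, 0.150), IKBKE (-0.74, 0.267), CD2 (-0.70, 0.230), PTPRC (-0.39, 0.376) and LCK (-0.46, 0.402) kept most of their change in LR or exceeded it but did not pass. NR3C1 (-0.34, 0.329), CD247 (-0.52, 0.425) and PPP3CC (-0.30, 0.515) were smaller by over 1.5 times and did not pass. When it was the thr signal, LCK (-0.54, 0.0909), CD247 (-0.61, 0.0960), PTPRC (-0.28, 0.182) and PPP3CC (-0.34, 0.0988) did not pass.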

Genes more highly expressed at day 7 were assigned to biofunctions of gene expression, RNA post-transcriptional modification, cellular growth and proliferation, molecular transport, and protein synthesis (Table 4, Figure 2). A significant number of these genes belonged to canonical pathways of mitochondrial dysfunction (*HSD17B10, SDHA, NDUFV1, COX6A1, ATP5A1, APP, GSR, NDUFS1, TXN2, UQCRC2, CYC1, UQCRC1, AIFM1, PSEN1*), estrogen receptor signaling (*MAPK1, PHB2, GTF2F1, GTF2A1, SHC1, CDK8, POLR2C, NCOA2, MED13L, NCOR1, ESR2, PPARGC1A, POLR2K*) and actin cytoskeleton signaling (*PIK3CA, TIAM1, ARHGEF12, PFN1, MAPK1, PIKFYVE, PPP1CB, APC, FGF1, SHC1, IQGAP2, VCL, ACTG2, PIP4K2A*) (Table 4).

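Mitochondrial transcripts rose from day 3 to day 7 in LR. Of 40 tested nuclear genes of oxidative phosphorylation, 23 rose and none fell (27 when adjusted over the list alone), with a median log2 change of 0.39 (camera, adjusted p = 5.39e-05, and adjusted p = 0.579 with an estimated correlation). NDUFB6 (0.75) and NDUFC1 of complex I and COX7A2 of complex IV (0.60) rose. In HR 24 rose and 1 fell, also when adjusted over the list alone (median 0.38, adjusted p = 1.84e-05, and adjusted p = 0.437 with an estimated correlation), with NDUFB6 at 0.90 and COX7A2 at 0.59, and the interaction did not pass (adjusted p = 0.694). The count in LR was 15 without HR3 replicate 2 or HR7 replicate 3, 7 and 10 without LR3 replicates 1 and 3, and 4 and 12 without LR7 replicates 1 and 2. That in HR was 10, 11 and 12 without HR3 replicates 1, 2 and 3, and 7 and 13 without HR7 replicates 2 and 3.
All 14 genes that the study names under mitochondrial dysfunction were higher at day 7 in LR. Of 12 tested, 8 passed, among them the apoptosis-inducing factor AIFM1 (0.69), SDHA of complex II (0.65) and CYC1 of complex III (0.59), and 12 did when adjusted over the list alone. Of the 13 genes of estrogen receptor signaling all were higher, 7 of 8 tested passed and 8 did when adjusted over the list alone, with the adaptor SHC1 (0.81) passing in every leave-out and the corepressor NCOR1 at 0.95. For actin cytoskeleton signaling 13 of 14 were higher, 6 of 7 passed and 7 did when adjusted over the list alone, with the smooth muscle actin ACTG2 at 0.88 and the Rac exchange factor TIAM1 at 0.78. The 3 counts were 0, 1 and 1 without LR3 replicate 1, 0, 2 and 2 without LR7 replicate 1, and 3, 3 and 3 without LR7 replicate 2. Without LR3 replicate 3 the first was 2, and without LR7 replicate 3 the third was 3. With the dap covariate NDUFB6 (0.54, adjusted p = 0.140) and TIAM1 (0.59, 0.352) kept most of their change in LR but did not pass. COX7A2 (0.21, 0.469), AIFM1 (0.18, 0.704), SDHA (0.22, 0.627), CYC1 (0.19, 0.655), SHC1 (0.39, 0.392), NCOR1 (0.08, 0.868) and ACTG2 (0.02, 0.958) were smaller and did not pass. With the thr covariate AIFM1 (0.43, 0.0945), SDHA (0.38, 0.0758), CYC1 (0.34, 0.0910), NCOR1 (0.58, 0.0537), ACTG2 (0.59, 0.0631) and TIAM1 (0.73, 0.0630) did not pass. The study chose these genes on the same arrays, so their direction is not independent evidence.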

**Table 4:** Molecular and cellular functions of transcripts with different changes of abundance between day 3 and day 7 of the estrous cycle in the LR groups.

	No. of genes	p-values
**LR3>LR7**		
**Molecular and cellular functions**		
Gene Expression	98	2.40E-05-5.48E-03
Cellular Growth and Proliferation	113	3.45E-07-1.61E-02
Cellular Development	98	1.30E-06-1.61E-02
Cell cycle	62	5.19E-06-1.33E-02
Cell-To-Cell Signaling and Interaction	33	5.19E-06-1.61E-02
**Canonical Pathways**		
Prolactin Signaling	7	6.23E-04
Lysine Degradation	6	1.33E-03
T cell receptor signaling	7	3.27E-03
**LR3<LR7**		
**Molecular and cellular functions**		
Gene Expression	111	2.34E-08-2.48E-02
RNA Post-Transcriptional Modification	16	2.68E-06-7.50E-03
Cellular Growth and Proliferation	125	1.01E-05-2.48E-02
Molecular Transport	89	2.64E-05-2.48E-02
Protein Synthesis	47	2.82E-05-2.38E-02
**Canonical Pathways**		
Mitochondrial Dysfunction	14	6.12E-06
Estrogen Receptor Signaling	13	1.63E-05
Actin Cytoskeleton Signaling	14	8.96E-04

### Quantitative real-time RT-PCR validation of microarrays

Quantitative real-time RT-PCR was used to confirm differential expression indicated by microarray expression patterns. Several differentially-expressed genes were selected for validation, and three housekeeping genes were used for normalization (*GAPDH, RPS13, SUZ12*). Most of the genes analyzed by qRT-PCR confirmed the direction of differential regulation obtained by microarray analysis. In 80% of the genes that we validated by qRT-PCR, significant expression differences in mRNA levels between the treatment groups were identified by both qRT-PCR and microarray analysis. Correlations between expression values of microarray and qRT-PCR were highly significant (Table 5). This suggests that our microarray data are reliable, although we used a pool of biopsies for microarray compared to individual biopsies by qRT-PCR.

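Of the transcripts of Table 5, KRT5, PTGS2, HPGD, PIP, DDX46, ESRRA and SLK changed with the day on the arrays. KRT5, a keratin of basal epithelium, had a mean log2 signal of 8.22 over the HR pools and 6.61 over the LR pools (difference 1.61, standard error 0.42, adjusted p = 0.494 from limma), and rose by 3.49 from day 3 to day 7 (adjusted p = 5.01e-05). PTGS2, the inducible enzyme of prostaglandin synthesis, rose by 2.95 over both groups (adjusted p = 0.000722), and HPGD, which inactivates prostaglandins, by 1.82 (adjusted p = 0.000152). They differed by -0.58 and -0.37 between HR and LR, and PTGES, a prostaglandin E synthase, by 0.21, with -0.36 for the day (adjusted p = 0.137). PIP rose by 2.36 (adjusted p = 1.35e-06) and was lower in HR by 0.90 (adjusted p = 0.14). The RNA helicase DDX46 fell by 1.07 (adjusted p = 0.00336), though its second probe set, nearer to the paper's means, gave -0.39 (adjusted p = 0.00241). The nuclear receptor ESRRA rose by 0.35 (adjusted p = 0.0126), and was at 0.24 with the dap covariate without passing (0.123). The subunit ATP1B3 of the sodium pump differed by 0.32 between HR and LR and by 0.20 between the days. Its second probe set, whose means match the paper's and which was not among those tested, differed by 0.92 and 0.69. For SLK the probe set with the highest signal gave 0.39 between HR and LR and rose by 0.55 (adjusted p = 0.00804), and was at 0.35 with the dap covariate without passing (0.106). The highest probe set of AP2S1 was not among those tested. No gene of the table passed between HR and LR over both days with its probe set of highest signal, while the second probe set of SLK did (0.70, adjusted p = 0.0181), with a change of 0.49 between the days. Over all probe sets 3 passed in that comparison, those of SLK, COL17A1 (1.29) and KRT15 (1.63), 2 of which, COL17A1 and KRT15, passed with the pool number as a block, and 517 had an unadjusted p under 0.05 (323 higher and 194 lower, or 229 and 310 after median centring). An ordinary linear model gave 2, SLK and CADM1, and 533. Without HR3 replicate 2, LR3 replicate 2 or LR7 replicate 3 none passed, without LR7 replicate 1 or LR7 replicate 2 COL17A1 alone did, and 6 did without HR3 replicate 1. SLK was also lost without HR7 replicate 1 (0.0721) or HR7 replicate 2 (0.054) and KRT15 without HR7 replicate 2 (0.054). None of the 3 passed with the dap covariate, though their differences stayed about as large, SLK at 0.64 (0.119), COL17A1 at 1.19 (0.119) and KRT15 at 1.48 (0.132). Nor did they with the thr covariate (0.60, 1.25 and 1.68, each 0.106), where 821 had an unadjusted p under 0.05. The quantitative RT-PCR values were measured on individual animals and are not part of the deposited data, so no correlation with them was computed.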

**Table 5:** Comparison of microarray data and qRT-PCR of selected transcripts.

	qRT-PCR_individual						Array_pool						Correlation	
	LSMEAN of relative expression levels and *p-values*						LSMEAN of log2 expression levels and *p-values*						qRT-PCR_vs_Array	
Gene	HR	LR	*p-value*	d3	d7	*p-value*	HR	LR	*p-value*	d3	d7	*p-value*	R	*p*-value
DDX46	119842.7	116256.6	0.752	133304.9	102794.3	0.011	8.6	8.7	0.394	8.8	8.5	0.049	0.636	0.026
KRT5	23695.9	6018.3	0.148	1530.5	28183.8	0.032	8.4	6.9	0.006	6.1	9.2	<.0001	0.899	<.0001
PTGES	66422.5	53800.4	0.323	70944.1	49278	0.094	7.0	6.9	0.429	7.1	6.8	0.177	0.706	0.010
PTGS2	7303.3	9972.8	0.646	2732.7	14543.4	0.048	7.5	8.0	0.414	6.4	9.1	0.002	0.873	<.0001
AP2S1	18037.3	16310.0	0.052	14799.2	19548.1	<.0001	6.4	6.6	0.010	6.4	7.0	0.001	0.636	0.026
HPGD	6447.0	11289.9	0.059	3134.0	14602.9	<.0001	8.5	8.8	0.256	7.8	9.5	<.0001	0.911	<.0001
ESRRA	7530.6	6428.1	0.078	5118.8	8839.9	<.0001	7.5	7.2	0.026	7.2	7.5	0.006	0.711	0.010
TP53	38298.8	25727.9	<.0001	40947.4	23079.3	<.0001	8.5	8.4	0.417	8.7	8.2	0.002	0.836	<.0001
PIP	1986.9	2801.3	0.093	930.3	3858.0	<.0001	7.5	8.3	0.001	6.8	8.9	<.0001	0.826	<.0001
SLK	22498.6	16804.0	0.020	17943.0	21360	0.153	7.4	6.8	<.0001	6.8	7.3	0.004	0.607	0.036
ATP1B3	46554.1	30485.9	<.0001	36087.1	40953	0.245	6.1	5.5	<.0001	5.6	6.0	0.004	0.842	<.0001

### Transcription factor analysis

The study of factors responsible for gene expression changes was done by using transcription factor prediction based on expression data (Table 6). We listed transcription factors that received a predicted activation state due to the direction of regulation of target genes in our data set, consistent with knowledge of their effects on the respective genes in the Ingenuity Pathway Knowledge Base. Additionally, we listed transcription factors that themselves showed differential expression among the experimental groups. At day 3 of estrous, the expression levels of 32 target genes that were more abundant in HR were predicted to be regulated by transcription factor TP53 (overlap p-value 1.46E-04) (Figure 3). Indeed, 19 of 32 genes had expression directions consistent with activation of TP53 (Z-score 2.293). 

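The 14 genes that the study lists as targets of FOS were all higher in HR7 than in LR7, and 11 had an unadjusted p under 0.05. KRT15, which the study's table calls KRT13, passed over all probe sets in limma, and 10 did when adjusted over the list alone. The protease inhibitor A2M differed by 1.18, fibronectin FN1 by 0.95, the selenium-binding protein SELENBP1 by 0.83, the laminin chain LAMA3 by 0.51 and the cell adhesion molecule CADM1 by 0.41. LAMA3, AQP3 and the keratin also stand on the list of squamous epithelium markers, which as a group was higher in HR7. The list was chosen by the study on these arrays, so its direction is not independent evidence.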

The expression of 14 target genes in the HR group at day 7 of estrous cycle was predicted to be regulated by FOS (overlap p-value 1.39E-03); FOS was predicted to be inhibited (Z-score -2.497). Transcripts showing temporal regulation from day 3 to day 7 of estrous in HR were predicted to be regulated by TP53, HTT, PPARA, and SATB1. 

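Matrix and other transcripts fell from day 3 to day 7 in HR among the study's predicted targets. Of 25 targets of HTT all were lower at day 7, and 13 of the 17 tested passed (17 when adjusted over the list alone), with MMP2 at -2.05, the LIM protein FHL1 at -1.88, the collagen COL18A1 at -1.08 and the transcription factor JUN at -1.37 passing in every leave-out. Of 5 PPARA targets all were lower and 2 of 3 tested passed, CYP2B6 (-1.45) and complement C3 (-1.10), and 3 did when adjusted over the list alone. The 4 targets of SATB1 were all higher at day 7, and the 2 tested passed in both counts, the aminotransferase GPT2 (0.57) and the myeloid transcription factor SPI1 (0.71).
Stroma markers, MMP2 among them, fell in HR as a group in camera, a call lost with an estimated correlation (adjusted p = 0.530). The count of HTT targets was 6 without HR3 replicate 2 or HR7 replicate 2 and 8 without HR7 replicate 3. No target of PPARA passed without HR3 replicate 2 or HR7 replicate 2 and 1 did without HR3 replicate 1 (CYP2B6) or HR7 replicate 1 (CYP2B6). No target of SATB1 passed without HR3 replicates 1 or 2 or HR7 replicates 2 or 3, and 1 did without HR3 replicate 3 or HR7 replicate 1 (SPI1) or LR3 replicate 2 (GPT2). These lists were chosen by the study on the same arrays and are not independent evidence.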

Transcription factors TP53 and HTT were predicted to be activated at day 3 in pregnant (HR) individuals, whereas PPARA and SATB1 were predicted to be inhibited at day 3 and day 7 of estrous, respectively. Transcripts in temporal regulation from day 3 to day 7 of estrous in LR were predicted to be regulated by CEBPA, FOS, MYCN, and TP53. Transcription factors CEBPA and TP53 were predicted to be inhibited at day 3 and day 7 of estrous cycle in LR, respectively. Transcription factors FOS and MYCN were predicted to be activated at day 7 of estrous cycle in LR. 

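Of the study's 22 FOS targets in LR, 20 have a value here and all were higher at day 7. Of 9 tested, 6 passed and 9 did when adjusted over the list alone. PCYT2, of phospholipid synthesis (0.63), passed in every leave-out, and YWHAZ of the 14-3-3 family (1.15), IKBKAP (0.95) and profilin PFN1 (0.63) are further members. Of 5 MYCN targets all were higher and 2 of 3 tested passed, the protein disulfide isomerase PDIA4 (1.28), also in every leave-out, and the repair gene XRCC3 (0.51), and 3 did when adjusted over the list alone. Of 12 CEBPA targets, 11 were lower at day 7, and 5 of 8 tested passed (7 when adjusted over the list alone), thrombomodulin THBD (-1.93), PLOD2 (-1.13), LCK (-0.68) and PTPRC (-0.45), with NR4A2 (0.87) in the other direction.
Without LR3 replicate 1 the counts were 1 for FOS (PCYT2), 1 for MYCN (PDIA4) and 3 for CEBPA. Without LR7 replicate 1 they were 3 for FOS, 1 for MYCN (PDIA4) and 3 for CEBPA. MYCN was at 1 (PDIA4) without LR3 replicate 3 or LR7 replicate 2, and CEBPA at 2 without LR3 replicate 3 or LR7 replicate 2 and at 3 without HR3 replicate 1, LR3 replicate 2 or HR7 replicates 2 or 3. With the dap covariate none of the genes named here passed (adjusted p = 0.118 to 0.900). PLOD2 (-1.07), PTPRC (-0.39), NR4A2 (0.76), XRCC3 (0.37) and LCK (-0.46) kept most of their change, and PCYT2 (0.26), YWHAZ (0.08), IKBKAP (0.48), PFN1 (0.08), PDIA4 (0.44) and THBD (-0.36) were smaller by over 1.5 times. PCYT2, PDIA4 and PLOD2 passed with the thr covariate. The study selected these targets on the same arrays, so the counts are not independent evidence of direction.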

The change in expression levels of numerous transcript factors and of their downstream target genes was statistically significant (Table 6).

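Several transcription factors of Table 6 changed with the day, and none passed between HR and LR. In HR the interferon regulatory factor IRF5 rose by 0.89 (adjusted p = 0.00209 from limma), MYB, a regulator of proliferating progenitors, fell by 1.06 (adjusted p = 0.0204) and TBX3 fell by 2.01 (adjusted p = 0.0119). PHF1 (-0.36, adjusted p = 0.0777) and PYCARD (0.54, adjusted p = 0.0659) did not pass, and the call of MYB was lost without HR3 replicate 1 (0.0588), HR3 replicate 2 (0.0639) or HR7 replicate 1 (0.0798). In LR the sterol regulator SREBF1 rose by 1.33 (adjusted p = 0.00665) and the nuclear receptor ESRRA by 0.56 (adjusted p = 0.0127), and neither passed with the dap covariate (0.52 and 0.32, adjusted p = 0.420 and 0.373). At day 7 TFAP2A, a factor of epidermal genes, differed by 1.32 between HR7 and LR7 and RELB by 0.46, but neither was among the probe sets tested, and IKZF1 has no probe set named here. PPARGC1A, a coactivator of mitochondrial genes, differed by 1.37 from day 3 to day 7 in LR and was not tested either.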

**Figure 3:**
Target genes of TP53 as predicted by IPA.

**Table 6:** Transcription factors associated with the differential transcript abundance among the experimental groups.

comparisons	transcription factor	predicted activation state	Z-score^1^	fold change of transcript abundance	p-value of overlap^2^	target molecules
HR3>LR3	TP53	Activated	2.293		1.46E-04	AP3B1,APOE,APP,CDH1,COL1A1,COL4A1,CRIP2,DNASE1,EIF4G3,EPHX1, GSN,JUN,KRT8,MAP2K1,MAPK1,MED13L,MUC2,NFKBIA,P4HA1,PIK3R1, PLEKHB2,PLXNB2,PMEPA1,PPP5C,PRKAB1,PROSC,RFWD2,RHOB, STK17A,TGFBI,TIMP2,TSPAN6
HR7>LR7	FOS	Inhibited	−2.497		1.39E-03	A2M,AQP3,ATF7IP,BCAR3,CADM1,CAST,FN1,KRT13,LAMA3,MGST1, S100A8,S100A9,SELENBP1,TBL1X
	RELB			1.254	1.69E-02	IL1B,NOS2,RELB
	PYCARD			1.642	2.01E-03	IL18,IL1B
	TFAP2A			1.972	3.32E-03	ANXA1,CXCL2,CYP11A1,KRT5,SESN3
HR7>HR3	SATB1	Inhibited	−2.374		9.67E-02	CD69,GATA3,GPT2,SPI1
HR3>HR7	HTT	Activated	2.020		1.45E-02	AQP1,ATP2C1,CDK2AP1,COL16A1,COL18A1,COL4A1,CSNK1E,EBF1,FHL1,GAS7,IGFBP5,JUN,MEIS2,MMP2,PER2,PPRC1,PTPN23,RAB17,SCAMP5, SERPINH1,SESN1,SETDB1,TP53,UCHL1,VIPR2
	PPARA	Inhibited	−2.253		1.13E-01	C3,C8A,CYP2B6,IGFBP5,PCK1
	TP53	Activated	2.033	1.459	1.29E-03	ANTXR1,ASF1B,C1QC,COL18A1,COL4A1,CRIP2,CYR61,DNASE1,F2R,FHL1,GLB1,HSP90AA1,IGFBP4,IGFBP5,IGFBP7,IQCB1,JUN,LATS2,LRRC17, MAP2K4,MFAP2,MMP2,MPDZ,MSH6,PAWR,PCBP4,PIK3R1,PLXNB2, PMEPA1,PRKAB1,RAD50,RHOB,RUVBL2,SESN1,SIVA1,TFPI2,TP53,TP73
	SPI1			−1.445	3.32E-02	CEBPA,CSF2RA,IL18,SPI1,TLR2,TREM1
	IRF5			−1.396	2.20E-02	CCL4,IRF5,RSAD2
	CEBPA			−1.304	8.07E-04	ANXA1,AQP5,BCL2A1,CA2,CEBPA,CSF2RA,DYNLT3,GSTA1,HCAR3,HSPA5,IL8,SFTPD,SPI1,TFAP2A
	CRTC1			−1.203	1.72E-02	NQO1
	PYCARD			−1.136	4.23E-03	IL18,IL8
	TFAP2A			−1.069	1.07E-04	ANXA1,CEBPA,DCBLD2,LIPA,PLA2G16,PLAU,PLAUR,RAB27B
	MYB			1.017	1.33E-02	CD34,IGFBP5,JUN,MYB,VIM
	PHF1			1.215	1.89E-05	HOXA10,HOXA11,HOXA9,HOXD10,HOXD9
	HOXA5			1.317	9.92E-03	PGR,PTN,TP53
	HOXA10			1.546	3.64E-03	AQP1,EMX2,HOXA11,HOXA5,HSP90AA1,IGFBP5,MEIS2,MFNG,PDPN, PIK3R1,PROS1
	HOXA11			2.81	3.26E-03	HOXA11,SIX2,ZNF192
	TBX3			3.031	2.26E-02	SMPX,TP53
LR7>LR3	FOS	Activated	2.588		3.34E-03	BCAR3,CD164,CFLAR,COL1A1,FLRT2,FZD5,GAS2,GSK3B,GSR,HSD17B10, IKBKAP,LGALS3BP,LTBP2,NCF2,NFIL3,PCYT2,PFN1,PIAS1,PLD1,SMAD5, IPARP,YWHAZ
	MYCN	Activated	2.410		5.60E-01	CAV1,COL1A1,PDIA4,XRCC3,ZYX
	TP53	Inhibited	−2.061		4.24E-03	AKAP12,AKT1,APC,APP,BTG2,CAV1,CFLAR,COL1A1,DDB2,EIF4G3,ENPP2,FLRT2,GSK3B,GSR,IRF7,MAPK1,MBNL2,MED13L,MUC2,MX1,NFKBIA,PLEKHB2,POLR3E,PPP1CC,PPP5C,PROSC,PSEN1,RFWD2,SH3BGRL2, SHC1,SPHK1,SREBF1,TAGLN2,TFPI2,TMEM97,VCL,ZYX
LR3>LR7	CEBPA	Inhibited	−2.445		1.90E-02	ARHGEF5,CEBPD,F9,ITGB5,LCK,MYF6,NR4A2,PLOD2,PTPRC,TBXAS1, THBD,VDR
	IKZF1			1.451	3.46E-03	CYP2J2,FGFR1,LCK,MLL,NOTCH1,NOTCH3,UACA
	NR3C1			1.603	8.63E-03	BCL2L11,BHLHE40,BMF,BRWD1,CXCL11,DNAJC15,DUT,ENC1,FN1,NR3C1,PAWR,PHF17,PPP3CC,PRPF40A,PTP4A2,RBMS2,STAT3,STAT5A,THBD, UNC13B
	EZH2			1.647	2.54E-04	ANXA6,BCL2L11,CDK6,CSNK1A1,CXCL11,EZH2,IKZF1,LYPD6B,RBM5, SATB1,TRIM38
	SREBF1			−2.24	6.91E-04	ACSL1,AK4,CYB5A,DARS,GSR,IDH1,NCF2,RDH11,SREBF1,STAR,TM7SF2, TMEM97
	PPARGC1A			−1.933	3.11E-02	DLAT,ESRRA,NDUFS1,PPARGC1A,SDHA,SREBF1,TXN2
	ESRRA			−1.373	4.65E-02	ACSL1,CYB5A,CYC1,ESRRA,PPARGC1A,SIRT1

1 z-score indications significance of prediction of activation status of the respective transcription factor; it is predicted to be activated at z-score ≥2 or inhibited at z-score ≤−2:

2 overlap p-value: indicates significance of the association between the respective transcription factor and the predicated target genes showing differential expression in the experiment; threshold p≤5.0E-02.

### Expression of epigenetic modulators and global DNA methylation in endometrium

Epigenetic changes can produce expression and functional alterations in tissues and organisms. We wished to determine whether variations existed in expression of DNA methyltransferases *DNMT1*, *DNMT3a*, and *DNMT3b* as a result of day of estrous and/or endometrial receptivity, and whether such changes affected global DNA methylation in endometrium. Therefore, we assessed transcript abundance of these three genes as epigenetic modulator enzymes and the relative global DNA methylation of individual endometrial samples of the experimental groups at days 3 and 7 of the estrous cycle. No significant differences in transcript abundance or DNA methylation level were found between receptivity groups. However, expression of *DNMT3a* was significantly different between days 3 and 7 (p = 0.008) (Table S5). Additionally, expression of both *DNMT1* and *DNMT3b* differed between days 3 and 7 at p = 0.080 and p = 0.063, respectively (Table S5). Further, the interaction of receptivity and day of cycle affected the transcript abundance of *DNMT1* at p = 0.013, of *DNMT3a* at p = 0.087, and of *DNMT3b* at p = 0.051, as well as the % DNA methylation at p = 0.024 (Figures S1 and S2). Accordingly, least-squares means revealed a trend of decreasing global DNA methylation from days 3 to 7 of the estrous cycle in HR, but increasing methylation in LR group. The overall correlation of *DNMT1*, *DNMT3a*, and *DNMT3b* transcript abundances and the relative global DNA methylation was not significant. However, the expression level of *DNMT1* at day 7 of estrous significantly correlated with the relative global DNA methylation (R^2^ = 0.554; p = 0.021, N = 18).

## Discussion

Embryo implantation is a complex process. Successful implantation requires appropriate communication between the embryo and the maternal endometrium, a tissue that is crucial for the establishment and maintenance of pregnancy [2], [9]–[11]. A receptive endometrium and a normal and functional embryo at the blastocyst developmental stage are prerequisites of a successful implantation, which is characterized by a synchronized dialogue between maternal and embryonic tissues [12]. However, the regulation of implantation remains incompletely understood. On one hand, the process of implantation is driven by embryonic signals conveyed through various proteins, cytokines, and growth factors that systematically modulate maternal anatomy, endocrinology, immunology, and physiology to create an environment conductive to fetal development and survival [13], [14]. On the other hand, however, inadequate uterine receptivity is thought to be responsible for two-thirds of implantation failure [15]. A recent report described transcriptional changes in the endometrium during the menstrual cycle and embryonic implantation in human [16]. Similarly, expression profiling has been performed during both the estrous cycle [6] and implantation in cattle [17], even accounting for different biotechniques used to derive embryos [18]. These reports identified the endometrium as an early sensor for the presence and implantation of embryos in the uterus [8], [18]. The microarray data reported here indicate that endometrial expression patterns and alterations of transcript abundance are indicative of the receptivity of the endometrium and, thus, of pregnancy success.

### Comparisons of high receptive and low receptive endometria

Our microarray analysis revealed that many biological processes and molecular functions differed between receptivity groups at day 3 or day 7 of estrous. Indeed, more differences were found in gene expression profiles at day 3 of estrous than at day 7. 

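Few transcripts differed strongly between HR and LR on either day. At day 3, 35 of the 7,339 tested probe sets differed by at least 1 on the log2 scale (13 higher and 22 lower in HR3), and at day 7, 57 did (28 higher and 29 lower). The median of the absolute log2 differences was 0.16 at day 3 and 0.12 at day 7, against 0.40 and 0.42 for the change from day 3 to day 7 in HR and in LR. At day 7 KRT15 and COL17A1 were among the 5 probe sets that passed in limma, while none passed at day 3. Adjusted over the 7 comparisons together, 101 passed at day 7 and 90 at day 3, at a cutoff that the many calls for the day loosen. At an unadjusted p under 0.05 the order was the opposite, with 518 at day 3 and 331 at day 7. The groups did not overlap for 782 probe sets at day 3 and 656 at day 7, where chance gives 10% of the tested probe sets, or 734. LR pools varied more between each other than HR pools on both days, with a median standard deviation of 0.23 in LR3 and 0.22 in LR7, against 0.18 in HR3 and 0.16 in HR7. The order of the unadjusted counts turned without HR3 replicate 2, HR3 replicate 3 or LR3 replicate 1 (253, 268 and 290 at day 3) and without LR7 replicate 3 (573 at day 7).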

The data suggest that the influence of hormones (estrogen and progesterone) through the estrous cycle plays a significant role in implantation success.

Several molecules involved in integrin signaling, cytoskeleton signalling, and Rac signaling were enriched in the high receptive endometrium at the beginning of the estrous cycle. Transcripts of these pathways were found to increase during the window of implantation and were proposed as markers for the implantation process [19]–[23]. Integrins participate in cell–matrix and cell–cell adhesion in many physiologically important processes. Cellular aggregation leads to the recruitment of a network of cytoskeletal proteins and intracellular signaling complexes. The acquisition of adhesion ligands, together with the loss of inhibitory components that may act as a barrier to an attaching embryo, contribute to endometrial receptivity [22], [23]. In cattle a number of mRNAs coding for components of the cytoskeleton and extracellular matrix proteins were as enriched at estrous [6]. Our study shows that genes of molecular signaling pathways that determine the communication skills of the endometrium are differentially expressed between the high and low receptive groups at a time early in advance of implantation.

Many transcripts showed lower abundance in the low receptive endometrium at day 3 of estrous belong to biofunctions relevant to energy supply, including mitochondrial pathways. This indicates that defects in these pathways may contribute to the development of low receptive endometrium. The role of estrogen in directly and indirectly affecting mitochondrial activity is well established and was functionally exploited in experiments using estrogen receptor-α knockout mice and ovariectomized rats in combination with estrogen supplementation [24], [25]. Others reported that estrogen increases NRF-1 transcription, resulting in a coordinated increase of expression of nuclear- and mitochondrial-encoded genes and mitochondrial respiratory activity in MCF-7 breast and H1793 lung adenocarcinoma cells [26]. Recently, gene-set enrichment pathway analyses identified mitochondrial dysfunction as a biological process related to timing of menopause in human, coinciding with a reduction in estrogen levels [27]. Ovarian hormones significantly affect regulation of mitochondrial biogenesis and activity and, in turn, may affect the receptivity of the endometrium and finally pregnant. Indeed, the observed expression differences related to mitochondrial function were prominent at day 3 of estrous, when estrogen is still the dominant hormone.

Here, we also observed differential expression of many transcripts among high and low receptive endometrial samples on day 7 of estrous, in line with our previous study [8]. In addition, IPA particularly indicated many inflammatory and immune mediators playing a role in T- and B cell signaling and NF-κB signaling that had more abundant transcripts at this time point in the high receptive endometrium. The endometrium is a dynamic tissue that undergoes cycles of proliferation, differentiation, breakdown, and repair [28], [29]. Further, in human the implantation window is characterized as an inflammatory event associated with increased expression of inflammatory mediators and immune cell infiltration [29]. On the endometrial side, preparation for implantation is necessary to receive a blastocyst through mediation by immune cells, cytokines, growth factors, chemokines, and adhesion molecules [29]–[31]. The physiological events of implantation and menstruation display features of inflammation, tightly regulated by estrogen and progesterone [32]. At day 7 of the estrous cycle in cattle, progesterone is increased and begins to regulate decidualization of the endometrium, the number of uterine natural killer cells, and endometrial chemokine and cytokine expression. The fact that NF-κB activity is regulated in the endometrium throughout the sexual cycle as well as a developing pregnancy indicate a functional link between estrogen and progesterone levels, NF-κB signaling, and endometrial receptivity [33].

Samples of low receptive endometrium at day 7 of the estrous cycle revealed an increase in expression of transcripts assigned to biological functions of inhibition of angiogenesis and NRF2-mediated oxidative stress. Angiogenesis is a key feature of endometrial development. Accordingly, associated factors and signals, like VEFG and its receptors, play important roles in implantation and maintenance of pregnancy alike [34]. Here, expression of *GUCY1A3* and *GUCY1B3* was lower in the low receptive endometrium at day 7. 

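GUCY1B1 (GUCY1B3 in the study), the other subunit of soluble guanylate cyclase, differed by -0.12 between HR7 and LR7, in the same direction as GUCY1A1, whose signal was lower in HR7. Neither passed in limma. Other genes of angiogenesis were spread to both sides, with the metalloproteinase inhibitor TIMP3 at 0.53, and no member of the list passed between HR7 and LR7.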

GUCY1A3 and GUCY1B3 affect angiogenesis by markedly reducing the content of cGMP, an upstream mediator of VEGF expression in glioma cells, and the expression of VEGF [35]. Differential expression of genes involved in angiogenesis among the high and low receptive groups reflect a poor preparation of the endometrium to receive and supply an embryo. Similarly, for transcripts involved in oxidative stress, several lines of evidence indicate that oxidative stress is associated with pregnancy loss or complications of various pathological backgrounds [36]–[38]. Correspondingly, we found a higher expression of oxidative stress response genes in the low receptive group at day 7 of estrous.

Taken together, the analysis of transcriptional differences among the high and low receptive groups at either day 3 or day 7 of the estrous cycle points to deficiencies of molecular cell signaling pathways and energy supplying mitochondrial pathways at very early, estrogen-dominated stages of the estrous cycle—in advance of potential implantation of an embryo—in the low receptivity group. At day 7 of the estrous cycle, at decreasing estrogen levels and increasing progesterone levels, the results of the present study reveal a biological function of inflammatory signaling for receptivity of the endometrium. Moreover, transcripts associated with response to oxidative stress as well as inhibition of angiogenesis are more abundant in samples from the low receptivity group, indicating that mitochondrial metabolic homoeostasis of the endometrium and tissue expansion towards a better preparation for implantation and placental function contribute to improved receptivity and pregnancy success.

### Temporal regulation from day 3 to day 7 of estrous cycle

Throughout the estrous cycle the bovine endometrium exhibits characteristic morphological and functional changes that are mainly induced by estrogen and progesterone and coincidence with expression changes in the endometrium [6]. Here, we considered only those transcripts showing varied alteration of expression from day 3 to day 7 of estrous between high receptive and low receptive endometrium, and not those transcripts that were consistently regulated in both experimental groups due to physiologically developmental processes in the estrous cycle.

We observed a number of biofunctions showing divergent longitudinal regulation in the high and low receptive groups that corresponded to the observations made between the groups at either day 3 or day 7 of the estrous cycle. In the high receptivity group transcriptional changes from day 3 to day 7 were dominated by processes related to cell proliferation and growth, which were lacking in the low receptivity group and accumulate in more mature, expanded, highly receptive tissues, for example, showing higher inositol phosphate metabolism as a indicator of cell growth. Moreover, temporal regulation of transcripts related to mitochondrial dysfunction in the LR group is insufficient to compensate deficiencies evident at day 3 in the low receptivity group, as indicated by continued higher expression of genes responding to oxidative stress at day 7 in the LR group. Similarly, the divergent temporal regulation of transcripts of genes related to immune, inflammatory, and stress-relevant pathways potentially reflects compensatory effects. However, more immune and stress genes were dominant at day 7 compared to day 3 of estrous in high receptive endometrium. In the LR group higher expression was found for genes belonging to prolactin signaling pathways and shared with immune or stress signaling pathways at day 3 of estrous.

The results indicate that longitudinal changes reflect differences in the relative abundance of numerous transcripts of pathways related to cell communication, mitochondrial function, tissue proliferation and angiogenesis, and inflammatory and immune response at the two distinct time points. The divergent temporal regulation points to biofunctions and pathways that are inhibited in the LR group. Those pathways were identified where relative compensation and regulation towards balancing among both groups is evident. The endometrial tissue of the HR group at day 7 seems better prepared for implantation due to the recruitment of genes relevant for proliferation and growth, energy supply, and inflammatory and immune responsiveness. The stimulation of theses biofunctions partly depends on effects of estrogen and progesterone that undergo major changes in concentration early in the estrous cycle.

### Transcription factor analysis

Tumor protein p53 (TP53) is the most prominent transcription factor that we linked to the regulation of many genes in this study in a direction consistent with activation; TP53 was also found to be regulated itself. TP53 regulates cell division and has well-established functions in controlling cell cycle arrest and apoptosis [39]. Recently, p53 has been shown to be involved in reproduction by regulating the expression of the leukemia inhibitory factor gene in the maternal endometrium [40], [41]. A single nucleotide polymorphism (SNP) in the human p53 gene is associated with reduced fertility [40]–[42]. Additional, p53 in human induces expression of the pregnancy-supporting human chorionic gonadotropin (hCG) *CGB7* [43]. In the present study TP53 was predicted as an activator for genes that showed higher transcript abundance in the high receptive endometrium between day 3 and day 7 as well as between HR and LR at day 3 of estrous. Quantitative real-time PCR of individual endometrium samples confirmed highly significant differences (p<0.0001) between the high receptive and low receptive groups. TP53 was predicted as a inhibitor of the genes that more frequent transcripts at day 7 of the estrous cycle in the low receptive group. With these results, we propose a new link between TP53 transcriptional activity and cattle reproduction.

FOS is an early transcription factor that has been reported to be related to estradiol-dependent cell proliferation and may play a role in the molecular mechanisms of estrogen action on the induction, promotion, or progression of endometriosis [44], [45]. In the present study FOS was predicted as an inhibitor for downstream genes in the high receptive group at day 7 of estrous and was predicted as activator for downstream genes in the low receptive group. These data suggested that the expression pattern of downstream target genes of FOS may be a biological marker for pregnant success.

Some transcription factors were themselves differentially expressed, such as *HOXA5, HOXA10,* and *HOXA11*, which were more highly expressed at day 3 of estrous in the high receptive group. 

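Homeobox transcripts fell from day 3 to day 7 in HR as a group. Of 9 tested HOX and related homeobox genes, 8 were lower at day 7, with a median log2 change of -0.58 (camera, adjusted p = 0.035, and adjusted p = 0.437 with an estimated correlation). MEIS1, a cofactor of HOX proteins (-0.77), and HOXD10 (-0.76) fell, and EMX2 (-0.58) and HOXA9 (-1.21) passed as well, while 6 passed when adjusted over the list alone. HOXA5 had a log2 signal of 10.34 ± 0.01 in HR3 and 9.96 ± 0.16 in HR7, a change of -0.38 (adjusted p = 0.0599 from limma), and fell by 0.31 over both groups (adjusted p = 0.0217), a call lost without LR3 replicate 2 (0.0515), HR7 replicate 2 (0.0556) or LR7 replicate 1 (0.0562) and, at -0.30, with the dap covariate (0.0892). HOXA10 (5.34 in HR3, 4.45 in LR3, 4.56 in HR7 and 4.36 in LR7) and HOXA11 (7.17, 6.76, 5.06 and 5.21 in that order) were not among the probe sets tested. In LR 8 of the 9 genes were lower too, MEIS1 alone passed in both counts (-0.88, and -0.87 with the dap covariate, adjusted p = 0.0567), and the list did not pass (median -0.28, adjusted p = 0.122). Without LR7 replicate 3 the count in LR was 2. The interaction did not pass either (adjusted p = 0.414), and between HR3 and LR3 5 of the 9 were higher (adjusted p = 0.74). Markers of stroma moved with this group. The list call was lost without HR3 replicate 1 (0.0614) and HR7 replicate 1 (0.0735), and 2 genes passed, MEIS1 and HOXD10, without HR3 replicate 1, HR3 replicate 2, HR7 replicate 1 or HR7 replicate 2.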

*HOX* genes are transcriptional regulators that play an essential role in determining tissue identity during embryonic development. In particular, the role of transcription factors *HOXA10* and *HOXA11* and their downstream genes in endometriosis and related infertility has been shown [46]–[48]. *HOXA10* function is essential for regulating endometrial development during the menstrual cycle and in establishing conditions necessary for implantation in the human. It regulates a variety of downstream genes, including cell adhesion molecules, signal transduction factors, and metabolic mediators, and affects both endometrial stromal cell (ESC) proliferation and epithelial cell morphogenesis [47], [49], [50].

Another transcription factor that was temporally regulated in the LR group was *EZH2*. 

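EZH2, the histone methyltransferase of the polycomb complex, was lower at day 7 in both receptivity groups. Its mean log2 signal was 7.73 in HR3 and 7.09 in HR7, and 7.81 in LR3 and 7.02 in LR7. The change was -0.78 in LR (adjusted p = 0.0458 from limma) and -0.64 in HR (adjusted p = 0.0913), and over both groups EZH2 fell by 0.71 (adjusted p = 0.0100). The difference between these changes was 0.14 (adjusted p = 1 from limma's test of the interaction of receptivity and day). The call in LR was lost without any single pool but LR3 replicate 3 and LR7 replicate 1 (adjusted p = 0.0512 to 0.172), after quantile normalization (0.0562), after median centring (0.0533), in an ordinary linear model (0.0911) and with the dap covariate (0.111, where the change was larger at -1.28), while with the pool number as a block EZH2 passed in HR as well (0.0375).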

*EZH2* is a member of the polycomb group of genes and is important in cell cycle regulation. Functions associated with increased expression of *EZH2,* like invasive growth in prostate [51] and breast cancer [52] as well as endometrial carcinoma [53] point to its role in endometrium proliferation early in the estrous cycle.

For some of the transcription factors and targets molecules abundant evidence for potential roles in endometrial function comes from previous studies in humans and mice. Their corresponding role in cattle endometrium as a molecular marker of receptivity was demonstrated here. Moreover, we listed transcription factors that may play significant roles in implantation success that were identified for the first time here in the cattle endometrium.

### Expression of epigenetic modulators and global DNA methylation in endometrium

Aberrant expression of endometrial genes or proteins due to inappropriate epigenetic modification may causally contribute to the failure of embryo implantation [54]. Significant changes in the expression of DNA methyltransferases (DNMTs) have been observed in human endometrium during the menstrual cycle [55], and in endometrial pathologies [56], [57]. DNMTs have regulatory functions in gene expression by mediating the methylation of cytosine, i.e., by affecting the epigenetic regulation of gene expression. These findings suggest a role for DNMTs in the growth and differentiation of the endometrium, including effects on the receptivity of the uterus. Epigenetic events controlling the transcriptional regulation of genes involved in endometrial function during the estrous cycle and early pregnancy remain less clear, with the reports of low levels of global DNA methylation in endometrium, likely controlled by the observed moderate *DNMT3b* expression [58]. In the present study, we did not find significant differences in global DNA methylation in the bovine endometrium during estrous or among receptivity groups. This is in accordance with a previous study [58]. However, we found significantly different expression levels of *DNMT1* and global DNA methylation depending on the interaction between day within estrous cycle and receptivity group. This finding indicates that the exact timing of epigenetic modification during the estrous cycle is associated with receptivity and pregnancy success. Thus, epigenetic regulation of the bovine endometrium plays a critical role in pregnancy success but is complex and deserves further investigation.

### Conclusion

We provide a comprehensive inventory of genes and functional networks expressed in cattle endometrium and representing the maternal part of the embryo-maternal cross-talk at early stages of the estrous cycle. These genes and networks are associated with uterine receptivity and may be predictive of the success of pregnancy in bovine. It was previously shown that differential expression among high and low receptive endometrial tissues at day 7 of estrous is much more pronounced than at day 14, when progesterone reaches peak levels [8]. Here we show that, even very early in the estrous cycle at day 3, when estrogen is still the dominant ovarian hormone, considerable differences in the abundance of transcripts between HR and LR are obvious, particularly concerning genes involved in cell signaling and mitochondrial pathways. At day 7, at decreasing estrogen and increasing progesterone levels, transcripts related to inflammatory signaling, oxidative stress, and vascularization are differentially expressed. The study indicates that cell communication skills, mitochondrial metabolic homoeostasis, and tissue expansion towards a better preparation for implantation and placental functions contribute to improved receptivity and pregnancy success. Ovarian hormones are known to play a significant role in regulation of endometrium development via various biological pathways. Key components of these molecular pathways are known to be dependent on ovarian hormones promoting the role of hormone levels and tissue responsiveness to the hormones for uterine receptivity. Many of the transcription factors that play a significant role in pregnant success in various species were confirmed or identified for the first time here in the bovine endometrium. Additionally, epigenetic changes appear to play a key role in developmental processes that occur during estrous and the establishment of pregnancy. In our study, the interaction of time point and receptivity was significant for global DNA methylation, leading to divergent trends of decreasing or increasing DNA methylation in the HR or LR group, respectively. This indicates that the temporal epigenetic regulation of bovine endometrium plays a critical role in receptivity.

## Materials and Methods

### Animal handling and tissue collection

Animal care and tissue collection were performed according to guidelines of the German Law of Animal Protection and with approval by the institutional Animal Care Committees of the Leibniz Institute for Farm Animal Biology and the University of Bonn. After estrous synchronization of cyclic Simmental heifers and ascertainment of estrous via examination of common visible signs, endometrial biopsies were collected using a cytobrush technique as described [8]. In brief, a brush (length: 20 mm, diameter: 6 mm, from Gynobrush, Heinz Herenz, Hamburg, Germany) encased in a one-way catheter was inserted into the uterus, passing vagina and cervix, and stroked along the uterine wall. Brush and adhering tissue were retracted into the catheter and pulled out of the animal. Endometrial tissues attached to brushes were immersed in RNAlater RNA Stabilization Reagent (Sigma-Aldrich, Taufkirchen, Germany) and stored at −80°C. This procedure was performed on days 3 and 7 of the estrous cycle during the pre-transfer period.

### Pregnancy diagnosis

At day 7 of the estrous cycle following the cycle of biopsy *in vitro*-produced blastocysts all scored as grade I according to the Manual of the International Embryo Transfer Society (IETS) were transferred to the estrous synchronized Simmental heifers [8]. After transfer of the blastocysts the animals were monitored for their pregnancy status via the measurement of blood progesterone levels (up to day 24) and ultrasonography examinations on day 28. Tissue samples collected on days 3 and 7 of the pre-transfer cycle were then retrospectively grouped according to pregnancy success. Those animals with a detectable embryo on day 28, i.e., being pregnant, were assigned to the high receptivity group (HR); cows in which no embryo could be detected on day 28 were assigned to the low receptivity group (LR).

### RNA isolation and quality control

Samples frozen in RNAlater were thawed at room temperature so brushes could be removed. Endometrial tissue, which stuck firmly to the bristles of the brushes, were carefully scraped off using sterile needles. Total RNA of the biopsies was isolated by Tri-Reagent-phenol-chloroform extraction (Sigma-Aldrich, Taufkirchen, Germany) according to manufacturer's protocol. To remove any DNA, a DNase (Qiagen, Hilden, Germany) treatment and purification using the RNeasy Mini Kit (Qiagen, Hilden, Germany) were performed. RNA was solubilized in 15 µl RNase-free water and stored at −80°C to be used for both the subsequent microarray analysis and qRT-PCR. To assess RNA integrity, 1 µl of RNA was loaded onto 1% agarose gel containing ethidium bromide. To rule out DNA contamination, PCR was performed on all RNA samples using primers for the bovine glyceraldehyde-3-phosphate dehydrogenase (GAPDH) gene. RNA concentration and quality were assessed using a Nanodrop 1000 Spectrophotometer (ThermoFisher Scientific, Schwerte, Germany).

### Whole-genome expression profiling

Four groups of endometrial biopsies were compared; these were obtained on days 3 and 7 of the pre-transfer cycle but retrospectively defined as high or low receptive endometria based on pregnancy success in the transfer cycle. The groups were as follows: high-receptive for day 3 and day 7, HR3 and HR7, and low-receptive for day 3 and day 7, LR3 and LR7. Gene expression profiling was conducted on 15 samples per group, which were assigned to 3 pools of 5 samples per group. In brief, total RNA was used for target preparation for microarray hybridization. Using Affymetrix protocols, 500 ng of total RNA were reverse-transcribed into cDNA, transcribed into cRNA, and labeled using Affymetrix One cycle synthesis and labeling kit (Affymetrix, Santa Clara, CA, USA) to prepare antisense biotinylated RNA targets. Endometrium expression patterns were produced using 12 GeneChip Bovine Genome Arrays (Affymetrix, Santa Clara, CA, USA). Quality of hybridization was assessed in all samples following manufacturer's recommendations. Data were analyzed with the Affymetrix GCOS 1.1.1 software using global scaling to a target signal of 500. Data were processed with MAS5.0 to generate cell intensity files (present or absent). Quantitative expression levels of the present transcripts were estimated using the PLIER algorithm (Probe Logarithmic Intensity Error) for normalization that was implemented in the Expression Console software (Affymetrix, Santa Clara, CA, USA). All probe sets with a standard deviation <0.2 were filtered out, and remaining data were used for analysis of variance, using pregnancy status and day of estrous cycle as fixed effects in SAS base program JMP Genomics. Essentially the SAS MIXED procedure fits linear models on a row-by-row basis to pre-normalized data. The adjusting for multiple tests across the Type 3 tests for all of the fixed effects was calculated using the post hoc Tukey-Kramer test. For controlling false discovery rate (which is less restrictive than false positive rate), we choose the FDR according to Benjamini and Hochberg, 1995, which is subsequently given as ‘adjusted P values’. Microarray data were deposited in the Gene Expression Omnibus public repository [GEO accession number: GSE36079; GSM880824–GSM880835].

### Pathway analysis and transcription factor analysis

Annotations of the Affymetrix identifiers to human gene symbols are based on Hintermair [59] supplemented with additional information obtained from the NetAffx annotation provided by Affymetrix. The list of significant transcripts based on the effect was analyzed, referring to predefined pathways and functional categories of the Ingenuity Knowledge Base using Ingenuity Pathway Analysis (IPA). Canonical pathways were identified from the Ingenuity Pathway Analysis library. The significance of the association between the dataset and predefined pathways and functional categories was measured by Fisher's exact test. The goal of the IPA transcription factor analysis was to identify the cascade of upstream transcriptional regulators that can explain gene expression changes in endometrial samples. The transcriptional regulator analysis was based on prior knowledge of expected effects between transcriptional regulators and their target genes stored in the Ingenuity Knowledge Base. Details of the transcriptional regulator analysis were found in manufacturer's guide (www.ingenuity.com; release December, 2011). In brief, for each potential transcriptional regulator, two statistics were computed. Overlapping p-values (Fisher's exact test p-value) indicate the significance of genes in the dataset that are downstream of the transcription factor. Z-score was used to identify transcriptional regulators that are able to explain gene expression changes and infer their activation state. The bases for this prediction are edges (relationships) in endometrial samples that are associated with a literature-derived regulation direction that can be either ‘activating’ or ‘inhibiting’.

### Reverse transcription and quantitative real-time PCR

cDNA was synthesized from 2 µg of total RNA with random primers (Promega), oligo d(T) 13VN (Sigma-Aldrich, Taufkirchen, Germany), and the SuperScriptII Reverse Transcriptase Kit (Life Technologies GmbH, Darmstadt, Germany) following the manufacturer's guide. Quantitative real-time PCR was performed using the LightCycler 480 Real-Time PCR System (Roche, Genzach, Germany). Amplification was conducted in duplicate according to supplier's instructions. Reactions were performed in a final volume of 10 µl using 5.0 µl of LightCycler 480 SYBR Green I Master (Roche, Grenzach, Germany), 2.0 µl of distilled water, 10 µM of each primer, and 40 ng cDNA. Temperature profiles comprised an initial denaturation step at 95°C for 10 min, and 40 cycles with denaturation at 95°C for 15 sec, annealing at 60°C for 10 sec, and extension at 72°C for 15 sec. For all assays threshold cycles were converted to copy numbers using a standard curve generated by amplifying serial dilutions of an external PCR standard (10^7^ - 10^2^ copies). After completion of amplification protocol all samples were subjected to melting curve analyses and gel electrophoresis. Primers were obtained from Sigma-Aldrich. Primer sequences are listed in Table S6. Expression levels were normalized to *GAPDH*, *RPS13*, and *SUZ12*. *SUZ12* is accepted as the most appropriate control gene for use in bovine endometrium during early pregnancy or the estrous cycle [60]. *RPS13* and the well-known house keeping gene GAPDH showed no regulation for day of estrous cycle or pregnancy groups in our array data [8]. Eleven target genes (*DDX46*, *KRT5*, *PTGES*, *PTGS2*, *HPGD*, *ESRRA*, *TP53*, *PIP*, *AP2S1*, *SLK*, *ATP1B3*) were chosen for validation of microarray results by qRT-PCR. These genes either belong to molecular routes previously known (hormone signaling: *PTGES*, *PTGS2*, *PIP*, *ESRRA*, *HPGD*) or indicated here to be relevant for endometrium receptivity. Nine endometrial samples per group were used.

### Global DNA Methylation

To investigate global DNA methylation in endometrium at days 3 and 7 of estrous, we used the Imprint Methylated DNA Quantification Kit (Sigma-Aldrich, Taufkirchen, Germany) following the supplier's protocol. A total amount of 100 ng DNA was applied. In this assay, 5-methylcytosine-modified genomic DNA is recognized by 5-methylcytosine antibody, and the bound DNA is quantified in a colorimetric reaction. Positive (methylated) and negative (unmethylated) control DNA were supplied with the kit. Relative global DNA methylation level was calculated as percentage relative to methylated control DNA. DNA from 9 individual endometrium samples per group was used. Individual expression levels of *DNMT1*, *DNMT3a*, and *DNMT3b*, coding for DNA methyltransferases that are responsible for methylation, were quantified with real-time PCR.

### Statistical analyses of quantitative real-time PCR and global DNA Methylation

Statistical analyses of normalized real time PCR data and Global methylation data were performed by ANOVA with the SAS 9.2 software package for windows (SAS Institute, Inc.). The procedure GLM using the method of least squares to fit general linear models and a post hoc Tukey-Kramer test were applied. The fixed effects of receptivity group, day of oestrus and their interaction were considered in the model. Statistical dependence between microarrays data and real-time PCR data was estimated using Spearman's rank correlation coefficient. All data are given as least-squares means (LSMEANS). A p-value of <0.05 was considered to be statistically significant.

## Supporting Information

Figure S1 **Relative amounts of DNMT1, DNMT3a, and DNMT3b transcripts in the HR and LR group at day 3 and day 7 of estrous cycle.**
(TIF) Click here for additional data file.

Figure S2 **Global DNA methylation in the HR and LR group at day 3 and day 7 of estrous cycle.**
(TIF) Click here for additional data file.

Table S1 **List of transcripts with different abundance in the HR and LR groups at day 3 of the estrous cycle.**
(XLS) Click here for additional data file.

Table S2 **List of transcripts with different abundance in the HR and LR groups at day 7 of the estrous cycle.**
(XLS) Click here for additional data file.

Table S3 **List of transcripts with different changes of abundance between day 3 and day 7 of the estrous cycle in the HR groups.**
(XLS) Click here for additional data file.

Table S4 **List of transcripts with different changes of abundance between day 3 and day 7 of the estrous cycle in the LR groups.**
(XLS) Click here for additional data file.

Table S5 **Significance of differences (p-value) of transcript amounts of** ***DNMT1*** **,** ***DNMT3a*** **, and global DNA methylation in endometrium depending on receptivity group or days of estrous cycle and the interaction.**
(DOC) Click here for additional data file.

Table S6 **qRT-PCR primers of candidate genes and housekeeping genes.**
(DOC) Click here for additional data file.

# Supplementary material for: Gene Expression and DNA-Methylation of Bovine Pretransfer Endometrium Depending on Its Receptivity after In Vitro-Produced Embryo Transfer
**Source:** PLoS One. 2012 Aug 27;7(8):e42402. doi: 10.1371/journal.pone.0042402
**Supplement:** Table S5 — Significance of differences (p-value) of transcript amounts of DNMT1 , DNMT3a , and global DNA methylation in endometrium depending on receptivity group or days of estrous cycle and the interaction.

**Supplementary Table S5.** Significance of differences (p-value) of transcript amounts of *DNMT1*, *DNMT3a*,and global DNA methylation in endometrium depending on receptivity group or days of estrous cycle and the interaction.

|  | LSMEAN of relative expression levels in receptive group (R) | |  | LSMEAN of relative expression levels in estrous cycle (D) | |  | Interaction  of R*D |
| --- | --- | --- | --- | --- | --- | --- | --- |
|  | HR | LR | p-value | d3 | d7 | p-value | p-value |
| DNMT1 | 17908.5 | 15977.5 | 0.385 | 18926.7 | 14958.4 | 0.080 | 0.013 |
| DNMT3a | 21264.4 | 19656.5 | 0.505 | 23811.6 | 17109.4 | 0.008 | 0.087 |
| DNMT3b | 1407.6 | 1375.6 | 0.918 | 1095.4 | 1687.9 | 0.063 | 0.051 |
| % methylation | 65.1 | 54.0 | 0.179 | 59.2 | 59.9 | 0.927 | 0.024 |

# Supplementary material for: Gene Expression and DNA-Methylation of Bovine Pretransfer Endometrium Depending on Its Receptivity after In Vitro-Produced Embryo Transfer
**Source:** PLoS One. 2012 Aug 27;7(8):e42402. doi: 10.1371/journal.pone.0042402
**Supplement:** Table S6 — qRT-PCR primers of candidate genes and housekeeping genes.

**Supplementary Table S6.** qRT-PCR primers of candidate genes and housekeeping genes.

| **gene** | **primer forward 5'-3'** | **primer reverse 5'-3'** | **amplicon** |
| --- | --- | --- | --- |
| KRT5 | ATCAACAACCTCAGGAGACAG | GCATCCACATCCTTCTTCAG | 175 bp |
| PTGES | GACGCTCAGAGACATGGA | GAAAGAGTAGACAAAGCCCAG | 128 bp |
| PTGS2 | GTGTGAAAGGGAGGAAAGAG | GCAAACATCAGATTTGTGCC | 105 bp |
| DDX46 | AAGCAGGGATAGAGACAGGA | TCTTCTTCGTTCTCGACTTCTA | 129 bp |
| HPGD | AAAGTACCTCATTCTGCCTG | CAGTTCCTCATATTCAATCCAC | 179 bp |
| ESRRA | CCTGGTCCTGGATGAAGAG | GAGTCTGAATTGGCGAGG | 149 bp |
| AP2S1 | ACGACAACAACCTGGCCTAC | GCCAGGAACATCTCATCCAC | 139 bp |
| DNMT3a | AATTGCTACAGGGCTTCTGG | CCCATTCCTGGATATGCTTC | 170 bp |
| DNMT3b | AAGGACTGGAGTGTGCGTCT | TTTGATGCCCAGTTCTTTGA | 174 bp |
| DNMT1 | TCCATGGTCCTGAAGCTGAC | GGTGCGAACACATGCAAC | 179 bp |
| GAPDH | ACCCAGAAGACTGTGGATGG | CAACAGACACGTTGGGAGTG | 178 BP |
| SUZ12 | GAACACCTATCACACACATTCTTGT | TAGAGGCGGTTGTGTCCACT | 130 bp |
| RPS13 | CTACAAACTGGCCAAGAAAGG | TCAGGGAGATCAGGAGCAAG | 147 bp |
| SLK | TGGGCAGAAGTTAAGGCTACC | TGAAAACTTTGAATGCTGAACC | 138 bp |
| PIP | GGTTTGCAAATCCCAGAAGA | AGATCTGAGGGAATGCATGG | 133 bp |
| ATP1B3 | CTTGAAGCATGCAGTGGTGT | AAATGCTGTGCTTTCGCTCT | 150 bp |
| TP53 | GGTTCACCAAGGGGTTATGA | CTTTTGTGGGTGCTGGTTCT | 134 bp |

How the deposited data were processed for this re-analysis (not part of the article)

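The deposited table holds one value per probe set and array for the 12 arrays. Its values are log2 signals, which the authors made with the PLIER method in Expression Console after scanning in GCOS 1.1.1 with global scaling, and they were used as deposited. Values have 2 decimals and range from 0 to 14.07. The group of each array was taken from its sample record. Of 24,128 entries, 112 are control probe sets and 24,016 remained. The chip annotation gave 13,292 of these 1 gene symbol and 86 several, 980 were named only in Tables S1 to S4 of the study, and 9,658 have no name.
The present calls that the study used are missing from the deposited table. A stand-in was set before the data were examined: a probe set was tested when its standard deviation over the 12 arrays was at least 0.2, as in the study, and when it lay above the median of the array on every array of at least 1 of the 4 groups. The first condition left 18,101 probe sets, the second 12,277 and both together 7,339. Of these, 4,988 have 1 symbol, for 4,293 genes.
Differences were estimated in limma 3.58.1 under R 4.3.3, with one mean per group, all 12 arrays and moderated standard errors. The comparisons were HR against LR at day 3, at day 7 and over both days, day 7 against day 3 in HR, in LR and over both, and the interaction of receptivity and day. P values were adjusted by the Benjamini-Hochberg method within each comparison, and a probe set passed at an adjusted p under 0.05. The study tested with a mixed model in SAS at an unadjusted p, so counts at an unadjusted p under 0.05 stand beside the adjusted ones, as do those of an ordinary linear model without moderation. Scripts in Python 3.11.15 with pandas 2.3.3 and numpy 2.4.6 made the tables.
Genes are named in the text by a rule: for each comparison up to 10 in each direction, those with the largest change among the ones that passed and whose groups do not overlap or, where too few passed, those with the lowest p, together with the genes that the paper names. The values in the paper and in its Tables S1 to S4 were known when this rule was set. A gene with several probe sets is represented by the one with the highest mean signal, and a gene of one of the study's lists by the probe set of the study's tables.
Gene groups were tested with camera in limma at a preset correlation of 0.01 and again with the correlation estimated from the data, adjusted over 24 lists within each comparison. There are 13 lists of processes: nuclear genes of oxidative phosphorylation, integrins and focal adhesion, steroid receptors and hormone-regulated genes, cell cycle and DNA replication, inflammatory mediators, interferon-stimulated genes, angiogenesis, NRF2 targets and antioxidant enzymes, the secretory pathway, HOX genes, DNA methylation and chromatin, prostaglandin synthesis and transport, and ribosomal proteins. There are 11 lists of cell type markers: uterine, ciliated and squamous epithelium, stroma, smooth muscle, endothelium, T and NK cells, B and plasma cells, macrophages, neutrophils and red blood cells. The lists hold 919 entries, of which 738 matched a probe set by symbol, 25 by an older symbol and 156 none. The study's own lists were chosen on the same arrays, so they were counted and not tested as groups.
In simulated data with the same design and 200 changed probe sets, a true log2 change of 0.5, 1, 2 and 3 was found in 22%, 80%, 100% and 98% of cases at day 3 and in 16%, 70%, 98% and 100% at day 7. Changes with the day of 0.5 and 1 were found in 18% and 82% of cases in HR and 22% and 78% in LR. On the arrays 3,045 probe sets passed for the day in HR and 3,280 in LR, far more than the 200 simulated. The simulated shares may therefore not hold for the day. False calls numbered 9, 4, 7 and 6 in these 4 simulated comparisons, and whether such numbers hold for the real pools was not tested. The records number the pools 1 to 3 in every group. The residuals of pools with the same number correlated in some pairs of groups (LR3 with LR7 0.198, 0.211 and 0.463), so the number was added as a block in an alternative.
Other alternatives set at the same time were no stand-in for the present calls, a stricter one, no limit for the standard deviation, quantile normalization, centring each array on its median, an intensity trend, array weights, only the compared groups in the fit, adjustment over the 7 comparisons together, an adjusted p under 0.16, leaving out each pool, the mean over all probe sets of a gene, every probe set of a gene for Table 5, and the interaction in place of a change in one group alone. Adding 1 or 64 before taking logarithms was planned only for values deposited on a linear scale and was not run. Adding 16 to the signal, the dap, thr and stroma covariates and the list tests under other scalings, blocks and leave-outs were chosen after seeing the data.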

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

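The tests of single pools, of carried-over cells, of the share of stroma and of the spiked transcript in this part were chosen after the results were seen, as were the list tests with a pool left out, a block or another scaling. Set in advance were the list tests themselves, with preset and with estimated correlation. The 5 results here are gene lists whose change from day 3 to day 7 differed between HR and LR in camera's test of the interaction. No single probe set passed that interaction in limma or in an ordinary linear model, where 286 and 264 had an unadjusted p under 0.05. Adjusted over the 7 comparisons together, 38 passed it, at a cutoff that the many calls for the day loosen.
Squamous epithelium rose more in HR: 14 of 15 markers had a higher change there, with a median difference of 0.51 (adjusted p = 6.02e-11, and 1.80e-12 to 0.00369 over the alternatives). The inflammatory mediators (20 of 25 higher, median 0.52, adjusted p = 1.04e-06, range 3.09e-09 to 0.235) and the neutrophil markers (4 of 4 higher, median 1.53, adjusted p = 2.62e-05, range 3.04e-06 to 0.108) lost their calls only where the correlation between genes was estimated. The steroid receptors and hormone-regulated genes moved toward higher values in HR (13 of 21, median 0.25, adjusted p = 0.0325, range 0.00214 to 0.315). Their call was lost with an estimated correlation (0.315), with the mean over the probe sets of a gene (0.0890), with centring on the array median (0.0509), and without HR3 replicate 1 (0.0603), HR3 replicate 3 (0.0670), LR3 replicate 1 (0.284), HR7 replicate 2 (0.182), LR7 replicate 2 (0.112, median 0.15) or LR7 replicate 3 (0.171). The ciliated epithelium moved the other way (4 of 4 lower, median -0.83, adjusted p = 0.0325, range 0.000184 to 0.637). It was lost with an estimated correlation and without HR3 replicate 1 (0.0957), HR3 replicate 2 (0.116), LR3 replicate 1 (0.0579), LR3 replicate 2 (0.140), HR7 replicate 1 (0.158), HR7 replicate 2 (0.0678) or LR7 replicate 3 (0.217).
The first pattern weighed is the higher level of KRT15, KRT5, KRT17 and COL17A1 in HR7 than in LR7. A single pool as the whole cause is argued against, since the highest adjusted p of the squamous list at day 7 was 8.63e-11 when each of the 12 pools was left out. Squamous cells of the cervix or vagina carried along on the brush are a candidate explanation that stays open. In the paper's methods a catheter enclosed the brush on its way through vagina and cervix and again at removal. Whether such cells still reached the brush was not tested. The 10 markers with an LR7 mean under the array median of 6.70 had a median difference of 0.55 (quartiles 0.46 and 1.03), with KRT14 at -0.10, KRT4 at 0.45 and COL17A1 at 2.27. Only 2 of the 10 rose above the array median in any group, so whether the other probe sets respond to their transcript is unknown. A difference of the uterine epithelium with receptivity at day 7 was not tested apart from this and cannot be told apart from it in pooled brush samples.
The second pattern is the fall of HOX genes in HR, where 8 of 9 were lower at day 7 with a median of -0.58. A smaller share of stroma on the day 7 brushes is a candidate explanation. Within groups, over the 12 pools, the mean of the HOX genes went with the mean of the stroma markers (Pearson r 0.849, permutation p = 0.00849 over 1,296 permutations; Spearman rho 0.734, permutation p = 0.0208; r 0.848 without the 2 farthest pools). With the stroma mean as a covariate the median was -0.24, and 8 of 9 were still lower. A lower level of these genes within the stroma itself at day 7 stays open and was not tested.
The third pattern is the set of differences between HR and LR at day 3. The spiked dap transcript had a 5' minus 3' signal of -1.39 and -1.32 in HR3 replicates 2 and 3 but of -2.74 in HR3 replicate 1 and of -3.13 to -2.66 in LR3, so the quality of the target preparation may contribute. With that signal as a covariate 185 probe sets had an unadjusted p under 0.05, against 518 without it and 367 by chance. The spiked thr transcript gave another picture: its signal was -3.56, -2.56 and -1.97 in HR3 and -3.52, -3.54 and -4.35 in LR3, and with it as a covariate 614 had an unadjusted p under 0.05. Over the probe sets with an unadjusted p under 0.05 when a pool was left out, and on the line from the LR3 mean (0) to the HR3 mean (1) without that pool, HR3 replicate 1 lay at 0.20 and HR3 replicates 2 and 3 at 0.87 and 0.89, but LR3 replicates 1, 2 and 3 lay at 0.21, 0.64 and 0.72, which the dap transcript does not account for. Receptivity and preparation cannot be told apart here, because only 2 HR3 pools differ from LR3 in the dap signal and the 2 spiked transcripts disagree.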

How the results depend on the processing

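Adding 16 to the signal, the dap, thr and stroma covariates and the list tests under other scalings, blocks and leave-outs were chosen after the results were seen. Counts are probe sets at an adjusted p under 0.05 unless an unadjusted p is named, and the cause of a change was not tested except where a setting tests more or fewer probe sets, arrays or groups. Without the stand-in for the present calls, 1 passed at day 3 (from 0), 2 at day 7 (from 5), 1 between HR and LR over both days (from 3), 1 in the interaction (from 0), and 1,368 changed with the day in both groups (from 2,228). At an unadjusted p under 0.05 this setting gave 1,209 (from 518) at day 3, 736 (from 331) at day 7, 1,094 (from 517) over both days, 753 (from 286) in the interaction and 7,713 (from 5,136) for the day in both groups together. Probe sets above the median on all 12 arrays gave 0 at day 7 and 0 for HR against LR over both days, and 205 and 155 unadjusted at day 7 and in the interaction. No limit on the standard deviation gave 909 unadjusted at day 3, 876 over both days and 456 in the interaction. Adjusting over the 7 comparisons together gave 90 at day 3, 101 at day 7, 116 over both days and 38 in the interaction. The many calls for the day loosen the cutoff in that setting, and the share of these counts due to chance was not estimated. An intensity trend left 1 for HR against LR over both days. Array weights gave 2 at day 3, 6 over both days, 1,755 in HR only (from 817) and 567 in LR only (from 1,052), with 1,239, 1,068 and 699 unadjusted at day 3, over both days and in the interaction. Fitting only the 2 groups compared gave 3 at day 7, 1,957 for the day in LR (from 3,280), 1,867 in HR only and 384 in LR only. With 16 added to the signal 8 passed at day 7 and 2 in the interaction, and 3 at day 7 in an ordinary linear model. The dap covariate left 185 unadjusted at day 3 and 123 in the interaction, 0 for HR against LR over both days, 320 for the day in LR (1,865 unadjusted, from 4,088), 310 in both groups, 2,821 in HR only, 10 in LR only, and 991 of the 2,015 probe sets of Tables S1 to S4 that pass here unadjusted. The standard errors of the named genes that passed for the day in LR were 1.52 times as large in the median with the dap covariate, which does not overlap between LR3 and LR7, and 1.08 times with the thr covariate. The thr covariate left 0 for HR against LR over both days (821 unadjusted), 1,402 in HR only and 552 in LR only. The stroma covariate gave 1,370 for the day in HR (from 3,045), 3,182 for the day in both groups together (from 4,835), 1,173 in both groups, 197 in HR only and 1 in the interaction. An adjusted p under 0.16 gave 4,590 for the day in HR, 3,729 in both groups, 7 for HR against LR over both days and 3 in the interaction. Asking for the interaction in place of a change in one group left 0 in HR only and 0 in LR only.
Leaving out each pool in turn gave 0 to 5 at day 3 and 2 to 9 at day 7, and unadjusted 253 to 882 and 248 to 573. It gave 1,926 to 3,222 for the day in HR, 2,155 to 3,261 in LR, 0 to 6 for HR against LR over both days, 0 to 2 in the interaction (156 to 548 unadjusted), 369 to 1,301 in HR only and 496 to 1,543 in LR only. Lists that passed numbered 4 to 7 at day 3, 3 to 10 for the day in LR, 4 to 9 over both days and 3 to 8 in the interaction.
Of the 57 list results, 3 remained with an estimated correlation (0 of 4 at day 3, 1 of 7 at day 7, 0 of 14 for the day in HR, 0 of 8 in LR, 0 of 12 for both groups, 1 of 7 for HR against LR over both days and 1 of 5 in the interaction). With the mean over the probe sets of a gene, 8 lists passed at day 3, and after quantile normalization 4 for the day in LR. Besides, 6 of the 57 were lost under quantile normalization, 5 under centring, 3 with the mean over probe sets, 1 with 16 added and 63 of 684 when a pool was left out, where the macrophages at day 7 reversed without HR7 replicate 2 (adjusted p = 0.679, range 2.33e-08 to 0.979). Of 313 results for named genes, 41 lost their call without the stand-in, 19 in an ordinary linear model, 59 with the dap covariate, 21 with the thr covariate, 43 with the stroma covariate and 165 of 3,756 when a pool was left out. Adjusted over the 7 comparisons together, 56 of the 313 gained a call and 13 lost one. With array weights 11 gained a call and 4 lost one. In 2 cases without a call the sign reversed: CALR at day 3 was -0.0651 with the dap covariate, and GUCY1B1 at day 7 was 0.00167 without LR7 replicate 2 and -0.21 to 0.00167 over the leave-outs.
The records give the pools of every group the numbers 1 to 3, and nothing says what the numbers share. Residuals of equal numbers correlated at 0.136, 0.147 and 0.445 between HR7 and LR7 but at 0.118, 0.003 and -0.060 between HR3 and HR7 and -0.082, -0.030 and -0.470 between HR3 and LR3, and HR3 replicate 1 correlated best with LR3 replicate 3 (0.277). With the number as a block 3 passed at day 7 instead of 5, 4 list results and 3 gene results lost their call, 4 list results and 3 gene results gained one, and no other call named here changed. Adding 1 or 64 before the logarithm was planned only for values deposited on a linear scale and was not run. Low signals limit what can be seen: a probe set under the array median on an array of every group was not tested.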

Differences from the paper's values

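The paper gives array means in Table 5 that match the deposited values for most genes after 16 is added to the signal, a scale found after the values were seen, and both values below are on it. The counts of probe sets lie within 1.5 times the paper's in all 16 cases, at its threshold of an unadjusted p under 0.05. Of 44 means, 12 differ by over 1.5 times in signal, the limit taken here for a difference. For ATP1B3 the paper's means are 6.1 in HR, 5.5 in LR, 5.6 at day 3 and 6.0 at day 7, against 11.58, 11.27, 11.33 and 11.52 here. For AP2S1 the paper's are 6.4, 6.6, 6.4 and 7.0, against 9.48, 9.42, 9.43 and 9.48. For DDX46 the paper's are 8.6 in HR, 8.7 in LR and 8.8 at day 3, against 9.28, 9.45 and 9.88, and for SLK in LR the paper's is 6.8, against 7.39. Of the alternatives set before the data were examined, looking at every probe set of a gene brings the means of ATP1B3 (6.06 in HR), DDX46 (8.85 in HR) and SLK (6.76 in LR) within 1.5 times of the paper's, those of DDX46 still being 0.26 apart on average, and not those of AP2S1, which has 1 probe set.
Of 21 folds in Table 6, 5 differ on the log2 scale by more than the standard deviation between the pools of the compared groups, the limit taken here for signed values, and of these TFAP2A and MYB by over 1.5 times. All 5 are from the comparison of HR3 with HR7: the paper's are -1.396 for IRF5, -1.304 for CEBPA, -1.136 for PYCARD, -1.069 for TFAP2A and 1.017 for MYB, and those here are -1.74, -1.48, -1.44, -2.36 and 1.94. No alternative set in advance covers these folds. Taken as HR3 against LR7, a choice made after seeing the values, the folds here are -1.39 for IRF5, -1.29 for CEBPA, 1.14 for PYCARD, -1.17 for TFAP2A and -1.01 for MYB, so that IRF5 and CEBPA come near the paper's, and PYCARD and MYB near its size with the opposite sign.
In its discussion the paper has GUCY1A3 and GUCY1B3 lower in the low receptive endometrium at day 7, whereas its results place them among the transcripts less frequent in HR7. On the arrays GUCY1A1, the current name of GUCY1A3, was lower in HR7 (-0.53, adjusted p = 0.437, not passing) and GUCY1B1 hardly differed (-0.12). The discussion also has transcripts of energy supply lower in LR3, whereas the results place those pathways among transcripts less frequent in HR3. On the arrays 25 of 40 oxidative phosphorylation genes were lower in HR3 (median -0.04), and the list did not pass (adjusted p = 0.119), though it did without HR3 replicate 3 (0.0128) or LR3 replicate 3 (0.0133). The direction column of Table S1 says HR3 > LR3 for all 631 probe sets, although the paper's own text counts both directions. Of the probe sets that the paper lists as different between HR and LR and that were tested, 334 of 427 at day 3 and 254 of 313 at day 7 had an unadjusted p under 0.05 here.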

Other observations

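The other divisions of the pools and the tests of the study's tables at the end of this part were chosen after the results were seen, and the genes named in it were picked with the values in view. OXTR, the oxytocin receptor, fell by 1.65 over both receptivity groups (adjusted p = 0.000815; lower in 6 of 6 day 7 pools than the day 3 mean of their group), with -1.94 in HR (adjusted p = 0.00540) and -1.36 in LR (adjusted p = 0.0249). Its call in LR was lost without LR3 replicate 1 (0.0738) or LR7 replicate 2 (0.0875) and with the spiked dap signal as a covariate (0.188), where the change was larger at -1.59. PGR, the progesterone receptor, fell by 0.68 (adjusted p = 0.00706, or -0.61 and 0.0541 with that covariate; 5 of 6 pools), with -0.88 in HR (adjusted p = 0.0192; 3 of 3 pools) and -0.48 in LR (adjusted p = 0.144), and the interaction did not pass (-0.41, adjusted p = 1). Its call in HR was lost without HR3 replicate 1 (0.0571) or HR3 replicate 2 (0.0685), and its second probe set gave -0.48 over both groups (adjusted p = 0.0514). SPP1, osteopontin, rose by 1.87 (adjusted p = 4.11e-05; 6 of 6 pools). Of the DNA methyltransferases, DNMT1 fell over both groups by 0.45 (adjusted p = 0.0220; 6 of 6 pools) and DNMT3A by 0.57 (adjusted p = 0.00480; 6 of 6 pools), though a second probe set of DNMT3A gave 0.24 (adjusted p = 0.0726). DNMT1 did not pass in HR (-0.53, adjusted p = 0.0650) or in LR (-0.37, adjusted p = 0.174) alone. The paper reports an interaction for DNMT1 from RT-PCR of individual animals. On the arrays that interaction was -0.17 and did not pass (unadjusted p = 0.597 from limma).
For several cell types single markers changed with the day without their list passing. Of 13 macrophage markers, 6 rose over both groups and 1 fell (median 0.29, adjusted p = 0.272), CD68 by 2.02 and CYBB by 1.31, each in 6 of 6 pools. Of 4 markers of B and plasma cells, BLNK (0.71) and MZB1 (0.65) rose, and the list did not pass (adjusted p = 0.605). Both tested markers of smooth muscle rose, SMTN by 2.06 (median 1.31, adjusted p = 0.103), and the 1 tested endothelial marker, EMCN, fell by 1.89 (adjusted p = 0.267 for the list). Of 14 genes of angiogenesis and its inhibition, 4 rose and 4 fell (median 0.07, adjusted p = 0.846), with VEGFA at -0.80 and THBS1 at 1.21 on its brightest probe set; 5 passed in place of 8 without HR3 replicate 2, HR7 replicate 1 or HR7 replicate 2. Of 14 ribosomal proteins, 4 rose, among them RPL26 (0.73) and RPLP0 (0.89), and 2 fell, among them RPL7 (-0.43), with a median of -0.19 (adjusted p = 0.846). Only 3 passed in place of 6 without HR3 replicate 3, HR7 replicate 1 or LR7 replicate 3. Of 2 red blood cell genes, SLC25A37 fell by 0.30 (adjusted p = 0.0274; list 0.846), a call lost without HR3 replicates 2 or 3, LR3 replicate 2, HR7 replicate 2 or LR7 replicate 1 (0.0506 to 0.0688) and, at -0.27, with the dap covariate (0.123).
Over both days, 7 lists differed between HR and LR in camera. Squamous epithelium (13 of 15 higher in HR, median 0.20, adjusted p = 4.52e-07, range 1.11e-08 to 0.0161 over the alternatives) kept its call with an estimated correlation. The integrins and focal adhesion genes (19 of 19 higher, median 0.16, adjusted p = 0.000137, range 1.53e-05 to 0.189) and the uterine epithelium (12 of 12 higher, median 0.16, adjusted p = 0.000661, range 5.73e-05 to 0.668) lost theirs only there. The stroma (15 of 15 higher, median 0.32, adjusted p = 0.000661, range 5.57e-06 to 0.776) lost its call there and without HR7 replicate 3 (0.0930), where its median was 0.13, and the median was 0.18 without LR3 replicate 1 and 0.19 without LR7 replicate 1. The ciliated epithelium (4 of 4 lower, median -0.39, adjusted p = 0.0146, range 9.56e-05 to 0.738) lost its call there and without HR3 replicate 3 (0.0553), LR3 replicate 3 (0.0781), HR7 replicate 1 (0.0616) or LR7 replicate 3 (0.125), and its median was -0.59 without HR7 replicate 3. The steroid receptors and hormone-regulated genes (14 of 21 lower, median -0.19) and oxidative phosphorylation (27 of 40 lower, median -0.04) passed at an adjusted p of 0.0484 each. The first lost its call without HR3 replicate 1 (0.0649), HR3 replicate 3 (0.0935), LR3 replicate 1 (0.318), HR7 replicate 1 (0.113), HR7 replicate 3 (0.109), LR7 replicate 1 (0.171) or LR7 replicate 3 (0.0754) and under 5 other settings (range 0.00860 to 0.582), and its median was -0.12, -0.08, -0.0625 and -0.0375 without LR3 replicate 1, HR7 replicate 1, HR7 replicate 3 and LR7 replicate 1. The second lost its call without HR3 replicate 1 (0.369), LR3 replicate 2 (0.622), HR7 replicate 1 (0.187), HR7 replicate 3 (0.120) or LR7 replicate 1 (0.367), with the replicate block (0.0514) and with an estimated correlation (range 0.00629 to 0.881), and its median was -0.01 without HR3 replicate 1 or LR3 replicate 2, -0.08 without LR3 replicate 3 and -0.03 without LR7 replicate 1.
The pools were also divided in other ways into groups of the same sizes, and probe sets at an unadjusted p under 0.05 were counted. For the day over both receptivity groups chance can be excluded: the real count was 5,136, the highest other 2,912, and 1 of 100 splits, the real one, was as high. For HR against LR over both days chance cannot be excluded, with 517 against a highest other of 1,879 and 30 of 100 splits as high. That split, which passes 401 probe sets after adjustment, puts HR3 replicates 1 and 2, LR3 replicate 3, HR7 replicates 1 and 3 and LR7 replicate 3 on one side and points to a structure of the pools other than receptivity. Nor can it for the interaction, with 286 against 1,365 and 62 of 100 splits as high. At day 3, at day 7 and for the day in HR and in LR there are 10 splits each, too few for a share under 0.05: the real counts were 518, 331, 3,895 and 4,088, the highest others 1,017, 1,013, 339 and 877, and 4, 5, 1 and 1 of the splits were as high. The highest other split at day 3 sets HR3 replicate 1, LR3 replicate 1 and LR3 replicate 3 against the rest, and at day 7 HR7 replicates 1 and 3 and LR7 replicate 3.
Columns of the study's tables were tested against their labels. Of 1,054 folds in Table S3, 944 lie within 2 percent of HR3 against LR7 with 16 added to the signal and 108 within 2 percent of HR3 against HR7, so that the column may hold HR3 against LR7. Among 150 p values found in all of Tables S1 to S4, the adjusted p given for one p differed between tables by 0.000881 at most, which is consistent with an adjustment made over the comparisons together.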
